# Ageing-driven molecular and functional changes in the bovine endometrium

**DOI:** 10.1371/journal.pone.0332176

**Published:** 2025-09-26

**Authors:** Marine Denis, Doulaye Dembélé, Christophe Richard, Marie Leduc, Maud Pez, Pierrette Reinaud, Olivier Dubois, Hélène Kiefer, Hélène Jammes, Valérie Gelin, Fabienne Constant, François Vialard, Gilles Foucras, Pierre Germon, Gilles Charpigny, Olivier Sandra, Mariam Raliou

## Abstract

Understanding how ageing impacts endometrial function is crucial for preserving fertility in older females. While ageing-related cellular dysfunction and inflammation are observed in the bovine uterus, its effects on endometrial physiology remain unclear. Using an experimental model of young (4−7 years) and old (13−15 years) cloned female cattle, we assessed the effect of ageing on the endometrium through transcriptome profiling and responses of cultured endometrial cells to interferon tau (IFNT) and of cultured endometrial explants to LPS. Progesterone profiles were similar between young and old females. Transcriptomic analysis of endometrial biopsies on day 15 of the estrous cycle identified 859 differentially expressed genes (DEG; p ≤ 0.05, |FC| ≥ 1.5), among which 402 DEG were over-expressed and 457 DEG were under-expresssed in old females. These DEG are linked to immune, inflammatory, metabolic, and cell organization pathways and networks. RT-qPCR validation of selected candidate DEG revealed an increased expression of *COL4A3*, *CPA3*, *IGFBP1*, *IGFBP2*, *RSAD2*, *SCARA5*, and *SERPINA14* in young females. *In vitro* stimulation with IFNT of primary uterine glandular epithelial and stromal cells revealed that glandular epithelial cells exhibit a greater sensitivity to IFNT than stromal cells, both in old and young females. Glandular epithelial cells derived from old females exhibit a weaker response to IFNT, in terms of the number of differentially expressed genes, compared to those from young females. The effect of LPS treatment on cytokine concentrations was lightly more pronounced in young females than in old females, with LPS leading to a significant increase in the concentration of IL-1α, IL-1β, IL-6 and IL-10 in young females. By altering the transcriptomic profile of the endometrium and its capacity to respond to both the embryo’s signal and inflammatory factors, we propose that age may be a key factor underlying uterine-related reproductive failures. Further experiments are required to confirm this hypothesis.

## Introduction

The uterus is essential and irreplaceable for the establishment and maintenance of a successful pregnancy that ends with the birth of living and healthy offspring. Pregnancy results from intricate, reciprocal interactions between the embryo and the endometrium, starting as early as the late pre-implantation phase. While optimal embryo quality is a prerequisite, most embryo losses observed during pregnancy are linked to inadequate interactions between the implanting conceptus and the endometrium [1–3]. The dynamic property of the endometrium as a sensor of embryo quality has been first demonstrated in cattle and later confirmed in humans [4,5]. Alterations of the sensor-driver properties of the endometrium significantly affect implantation, placentation and foetal development, with post-natal repercussions [6–8].

Endometrial physiology is influenced by intrinsic factors such as metabolism, inflammation, and psychological stress as well as extrinsic factors, including biotic and abiotic factors such as heat, nutrition, exogenous hormones, and infections [8–13]. Among the intrinsic factors, ageing—a process often accompanied by chronic inflammation—is associated with a decline in organ function [14].

Ageing is notably characterized by an accumulation of senescent cells, a weakened immune response, metabolic dysfunction and tissue fibrosis [15–18]. Ageing is also associated with a decline in female reproduction capacity. In rodents, maternal ageing is linked to increased litter heterogeneity and a rise in developmental anomalies [7]. In alpacas and cows, embryo transfer success rates decrease as the recipient’s age increases [19,20]. While age-related ovulatory dysfunction and reduced oocyte quality have been well documented across many species [21–23], the impact of ageing on the structural organization and gene expression profiles of the endometrium has received comparatively less attention. For example, women over 45 exhibit more pronounced signs of cellular senescence in the uterus compared with younger women [24]. In cows, the incidence and severity of adenomyosis increase with age [25]. However, the effects of ageing on endometrial function, particularly the ability of this tissue to interact with the embryo during implantation or to cope with inflammation, remain largely unexplored.

Understanding the molecular and biological mechanisms underlying uterine ageing appears critical in the context of reproductive health, such as the rising maternal age at first pregnancy in humans and the question of extending longevity to improve productivity of dairy cows in conventional and organics farming systems [26].

Investigating uterine ageing is inherently complex due to the organ’s function and sensitivity to hormonal influences. Factors such as genetic, environmental conditions, parity, and systemic ageing of the maternal organism—including the hypothalamic-pituitary-gonadal axis—introduce significant confounding variables. A research animal model that minimizes genetic diversity and environmental variability represents a relevant option to reduce study biases.

Our study investigates the molecular and biological changes associated with uterine ageing in cattle, using an experimental model comprising bovine females of two distinct ages, all sharing the same nuclear genome and raised under identical farming conditions. Transcriptomic analyses were performed on endometrial biopsies collected on Day 15 (D15) of the estrous cycle during the peri-implantation period when endometrium is receptive to conceptus signals. To assess the functional consequences of endometrial ageing, two *in vitro* experiments were carried out and involved either primary cell cultures or endometrial explant cultures. First, we evaluated the molecular response of primary bovine glandular epithelial and stromal cells to Interferon-tau (IFNT), the key signal of pregnancy recognition in ruminants, at D15. Second, we examined the inflammatory response of endometrial explants exposed to lipopolysaccharide (LPS), a component of the cell wall of Gram-negative bacteria, on Day 3 (D3) of the estrous cycle, a time point chosen to minimize the anti-inflammatory effect of progesterone, which is low at this stage of the cycle.

## Materials and methods

### Animals and sample collection

Experiments were conducted in compliance with European Community Directive 2010/63/EU, which revises Directive 86/609/EEC on the protection of animals used for scientific purposes. The animal procedures associated with endometrial biopsy collection were approved by the Ethical Committee of Animal Experimentation of INRAE and AgroParisTech (CEEA45 “COMETHEA”; reference APAFIS#596) with authorization subsequently granted by the French Ministry of Education and Scientific Research (reference 2015050417061568).

Fifteen Holstein females, derived from somatic nucleus cloning of a single cell donor cow, were included in the study. Females from this cell line were previously used and described in studies investigating the effects of ageing on the inflammatory response in cattle [27]. The use of this somatic clone model minimizes inter-individual genetic variability. Moreover, all females were raised under standardized feeding and housing conditions (https://doi.org/10.17180/MAQZ-V844), limiting environmental effects.

The animals were divided into two groups: young (4–7 years) primiparous females (YF) and old (13–15 years) nulliparous females (OF). Detailed information on the animals is provided in S1 Table. For all females, estrous cycle were synchronised using the Crestar method, as described by [27], with the day of estrus designated as Day 0. For the YF group, endometrial biopsies were collected more than a year after calving.

To confirm the stage of the estrous cycle, serum progesterone (P4) concentrations were measured. Blood was collected on Days 2, 8, 14, and 22 of the estrous cycle for experiment 1 (6 YF and 8 OF) and on Days 0 and 3 for experiment 2 (5 YF and 4 OF; Fig 1). After centrifugation, serum was isolated and P4 concentration was analysed using an Enzyme-Linked Immunosorbent ELISA assay [28]. The intra-assay coefficient of variation of the quality control at a concentration of 1 ng/mL was 7.2%.

**Fig 1:**
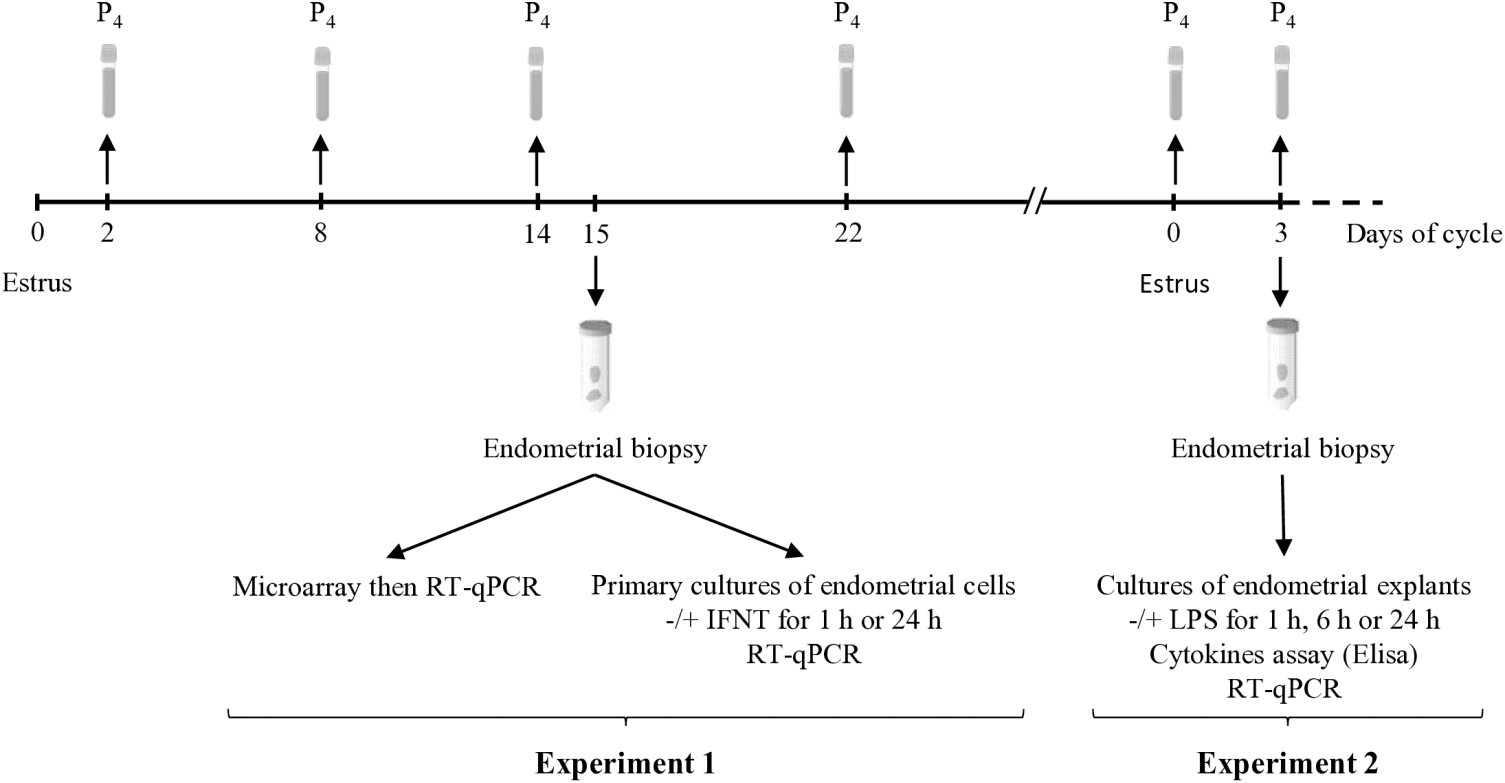
Experimental layout. After hormonal synchronization, endometrial biopsies were sampled from young females (YF, n = 6) and old females (OF, n = 8) at Day 15 of the estrous cycle for experiment 1 (Exp. 1) and on YF (n = 5) and OF (n = 5) at Day 3 for experiment 2 (Exp. 2). For determining P4 levels, blood samples were collected on Days 2, 8, 14, and 22 (Exp. 1) and on Days 0 (estrus) and 3 (Exp. 2).

Endometrial biopsy samples were collected, under peridural anaesthesia (Procamidor ®, France) using a Kevorkian-Younge uterine biopsy forceps (Alcyon, Paris, France) as previously described [9]. The biopsies were performed only after confirming the effectiveness of the anaesthesia, which was assessed by observing tail relaxation and flaccidity. All manipulations were performed in a calm environment by a certified experimenter using precise and controlled techniques. For each female, 2–3 biopsies were taken from the middle of each uterine horn – ipsilateral and contralateral to the corpus luteum. A systematic macroscopic examination of the biopsies allowed for the careful identification and exclusion of caruncular tissue. Only intercaruncular tissue was retained and used for the analyses. Biopsies were taken on Day 15 from 6 YF and 8 OF (4–5 years and 13–14 years, respectively; experiment 1) and on Day 3 from 5 YF and 5 OF (6–7 years and 14–15 years, respectively; experiment 2).

### Total RNA preparation

Total RNA was extracted from biopsies, endometrial explant cultures or primary cultures of glandular epithelial or stromal cells using TRIzol Reagent (ThermoFisher Scientific) as previously described by [29] and purified on Qiagen columns (RNeasy Mini kit; Qiagen, Courtaboeuf, France) according to the manufacturer’s recommendations. Total RNA was quantified using Nanodrop ND-3300 spectrophotometer (Labtech, Wilmington, DE, USA). The RNA integrity (RIN) was evaluated using the Agilent 2100 ® Bioanalyzer (@bridge ICE -Iso Cell Express-, INRA, France: https://www6.jouy.inra.fr/ice). Only total RNA samples with a RIN ranged from 7 to 9.5 were conserved and stored at −80°C until use (array hybridization, microfluidic analyses and reverse transcription polymerase chain reaction (RT-PCR) quantification).

### Experiment 1: Impact of ageing on the bovine endometrium at Day 15 post-estrus

#### Microarray hybridization.

Transcriptomic analyses were performed using total RNA extracted from endometrial biopsies collected on D15 from the uterine horn ipsilateral to the corpus luteum, obtained from 4 YF and 4 OF (Fig 1; S1 Table). Gene expression profiles were determined using a custom bovine array, spotted with 61,325 probes that represented 23,926 unique transcripts, as described previously [30]. More than ninety-seven percent of the transcripts on the array are derived from the *Bos taurus* genome (taxid:9913; genome assembly UMD3.1) and annotated by Ensembl (http://www.ensembl.org/Bos_taurus/Info/Index). The remaining 3% are control elements (technical spike-ins, synthetic sequences and endogenous reference controls).

Cyanine-3 (Cy-3) labeled cRNAs were prepared using 25 ng of total RNA with the One-Color Low Input Quick Amp Labeling kit (Agilent Technologies). Specific activities and cRNA yields were determined using the NanoDrop ND-1000 (Thermo Fisher Scientific). For each sample 600 ng of Cy3 labeled cRNA (specific activity > 6.0 pmol of Cy3/μg of cRNA) were fragmented at 60°C for 30 min and then hybridized to the custom bovine arrays for 17 h at 65°C following the manufacturer’s instructions (Agilent Technologies) as described in [30]. The microarray data were submitted to GEO (Gene Expression Omnibus) database (accession number GSE291161).

#### Microarray data analysis.

Differentially expressed genes (DEG) between OF and YF were identified using the FCROS (Fold Change Rank Ordering Statistics) method [31]. Transcripts were considered as differentially expressed when they exhibited a fold change |FC| ≥ 1.5 and a f-value ≤ 5%.

To determine the major biological functions and canonical pathways associated with the DEG, interaction networks or pathways were analyzed using Ingenuity Pathways Analysis (IPA) software (https://www.ingenuity.com). For the IPA analyses, the p-value was adjusted using Benjamini-Hochberg method (B-H p-value) with significance set at B-H p-value ≤ 0.05 and a Z-score ≥ 2 or ≤ −2.

#### Gene candidat approach: validation of microarray data.

To validate the transcriptome findings, expression levels of a selection of candidate genes were quantified via RT-qPCR using endometrial biopsies from 6 YF and 7 OF (S1 Table). The OF with a P4 level of 0.4 ng/mL on the 14th day of the estrous cycle was excluded from this analysis. Candidate genes were selected based on their high differential expression in the transcriptomic analysis and their relevance to uterine mediated fertility or ageing in the endometrium.

Total RNA (1 µg per sample) was reverse-transcribed into complementary DNA (cDNA) using 1 µL of Oligo(dT)_12–18_ primers at 0.5 µg/µL (Invitrogen, France), 1 µL of 10 mM dNTP at 0.5 mM each (Thermo Fisher Scientific, France), and 1 µL of Maxima H Minus Reverse Transcriptase enzyme at 200 U/µL (Thermo Fisher Scientific, France) in a final reaction volume of 20 µL, following the manufacturer’s instructions (Thermo Fisher Scientific, Les Ulis, France). Specific primer pairs for each candidate gene were designed using NCBI Primer BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) and are presented in S2 Table. All primers were validated prior to use by sequencing the corresponding amplification products to confirm specificity. The efficiency of the primers was validated using a standard curve. For each primer pair, a series of 6 successive dilutions of cDNA, prepared from the pooled samples, was performed. Each dilution was analysed in duplicate to ensure reproducibility. An amplification curve was then generated to calculate the efficiency based on the variation in the threshold cycle (Ct) for each dilution point. The efficiencies obtained ranged from 81.66% to 115.39%, with an average efficiency of 91.33%.

Quantitative PCR (qPCR) reactions were then performed using 1 µg of cDNA, 15 µM primers, and 7.5 µL of SYBR Green real-time PCR master mix (Applied Biosystems, France) using StepOnePlus Real-Time PCR Systems (Thermo Fisher Scientific, Les Ulis, France). All PCR reactions were performed in duplicate, in a final reaction volume of 15 µL, with RNase/DNase-free water. The amplification conditions were as follows: initial denaturation of 95°C for 10 minutes, followed by 45 cycles of denaturation at 95°C for 15 seconds, annealing at 60°C for 60 seconds, and DNA elongation at 72°C for 40 seconds. Product specificity was evaluated by analysing the melting curves and performing sequencing of the amplicons. A standard curve was included for each gene to generate the arbitrary expression values for the candidate genes [32]. A duplicate NTC (No Template Control) was included for each gene to assess potential contamination. A separate plate was used for each gene. Amplification products for each gene were sequenced to verify their specificity.

Normalization of candidate mRNA expression levels was achieved using the three most stable reference genes (*C2ORF29*, *RPL19*, and *SLC30A6*) from six tested reference genes, as determined by qBasePlus software (Biogazelle, Zwijnaarde, Belgium). The relative expression level of each gene was reported as mean calibrated normalized relative quantity (CNRQ) values in arbitrary units.

#### Isolation and primary culture of bovine endometrial cells.

For cell culture, endometrial biopsies collected from the ipsilateral and contralateral uterine horns of 3 OF and 3 YF at D15 were used (S1 Table). Immediately after collection, biopsies were immersed in 15 mL of phosphate-buffered saline (PBS) with Ca^2^⁺ and Mg^2^⁺ (Sigma-Aldrich, France) and transported on ice (4°C) under sterile conditions to the laboratory within approximately 3 hours.

Upon arrival, samples were rinsed twice with 15 mL of PBS (with Ca^2^⁺ and Mg^2^⁺) to remove blood residues. Biopsies were then blotted dry and placed in sterile Petri dishes. For each female, approximately 0.5 g of tissue was manually minced using a scalpel under sterile conditions in a laminar flow hood until reduced to a fine tissue homogenate. The minced tissue was enzymatically digested in 10 mL of a solution containing collagenase (C5138; 500 IU/ml; Sigma-Aldrich, France) and hyaluronidase (H3506; 250 IU/ml; Sigma-Aldrich, France) prepared in Euroflush medium (IMV 19450, France). Samples were incubated for 1.5 hours at 37°C in a water bath. The resulting cell suspension was diluted in 20 mL of Euroflush medium, transferred to 50 mL Falcon tubes, and centrifuged at 1,000 rpm for 10 minutes. The cell pellet was resuspended in 30 mL of complete medium consisting of DMEM-F12 with 15 mM HEPES (Gibco, France) supplemented with 10% fetal bovine serum (Gibco, France), 1% Glutamax (Sigma-Aldrich, France), 1% Penicillin–streptomycin (10 000 UI – 10 mg; Sigma-Aldrich, France), 1% Insuline-transferrine-sélénium (ITS 1 mg – 0.55 mg – 0.5 µg; Gibco, France), 1% Amphotericin B (10 mg/mL; Biosera, France), 1% gentamycin (10 mg/mL; Biosera, France), 1% Nystatin (100 000 UI/mL; Sigma-Aldrich, France)..

To remove undigested tissue and collagen fibres, the cellular suspension was first filtered through a 100 µm cell strainer. To separate glandular epithelial and stromal cells, a second filtration was then performed using a 30 µm filter (pluriStrainer, France). Glands were retained on the 30 µm filter, while stromal cells passed through and were subsequently filtered through a 10 µm filter (PluriStrainer, France).

Glands were seeded in the complete medium at a density of 4 × 10⁶ cells per 90 mm cell culture dish (64 cm^2^ surface area) and incubated at 38°C under 5% CO₂ and humidified atmosphere. Stromal cells were seeded at 16 × 10⁶ cells per Primaria™ dish (Corning, France) and incubated at 38°C under 20% CO_2_ for 2 hours to specifically promote their adhesion to the plastic, thereby facilitating the selection of this cell type. The medium was changed three times to remove non-adherent cells. Adherent stromal cells were then cultured in complete medium at 38°C under 5% CO_2_ and humidified atmosphere.

For each cell type, the medium was renewed every 2–3 days. To ensure cell type purity, only epithelial cells that formed a continuous monolayer within two days were maintained in culture and were considered epithelial glandular cells. After 6–7 days, when cells reached 80–90% confluence, they were trypsinized using TryLE Express (Gibco-Life Technologies, France) and reseeded into 12-well plates, with each well having a diameter of 22 mm. Cells were seeded at densities of 2.3 × 10⁴ glandular epithelial cells and 1.2 × 10⁴ stromal cells per well, in 1 mL of complete medium.

#### IFNT treatment of primary bovine endometrial cells.

After five days of culture, pre-confluent cells (80–90% confluence) were incubated with a modified medium in which fetal bovine serum was replaced by 0.1% bovine serum albumin. Cells were then treated in the absence or presence of recombinant ovine IFNT (100 ng/mL; produced by G. Charpigny, INRAE, France) for either 1 hour or 24 hours. For each cell type (glandular epithelial cells and stromal cells), experiments were performed in triplicate using 12-well plates (TPP, Dutscher). For wells intended for 1-hour treatments, IFNT (or control medium) was added 1 hour before the end of the 24-hour incubation period.

At the end of the treatment, the culture medium was collected, and cells from each well were lysed in 200 µL of RLT Plus buffer (RNeasy Plus Mini Kit, Qiagen, France) and stored at –80 °C until RNA extraction.

Total RNA was extracted from each type of cultured endometrial cells as described above. Expression levels of 7 reference genes and 89 selected genes (S2 Table) were quantified using the BioMark HD high-throughput microfluidic qPCR technique (Fluidigm, Genomeast Platform, Strasbourg, France). These genes were selected based on their biological relevance to pregnancy establishment. Among the 89 selected genes, the abundance of 77 transcripts in glandular epithelial cells and 79 in stromal cells was accurately quantified.

Normalization of transcript levels was conducted using the two most stable reference genes (*PCNP* and *FRG1*), as determined by qBasePlus software (Biogazelle).

### Experiment 2: Impact of ageing on endometrial response to inflammation

Experiment 2 was conducted 21 months after experiment 1, using the available animals. Endometrial explants were collected from 5 YF and 5 OF on Day 3 of the estrous cycle (Fig 1 and S1 Table). For each animal, explants derived from biopsies collected from the uterine horns ipsilateral and contralateral to the corpus luteum were incubated in 1 mL of Roswell Park Memorial Institute (RPMI) medium (Sigma, France), supplemented with 1% Glutamax (200 mM L-alanyl-L-glutamine; Gibco, France), 1% penicillin-streptomycin (Sigma-Aldrich, France), 1% amphotericin B (Biosera, France) and 1% insulin-transferrin-selenium supplement (Gibco, France). Explants were incubated for 1h, 6h or 24h in the presence or absence of LPS (1 µg/mL; strain O111: B4; Sigma-Aldrich, France), at 38°C under 5% CO_2_ in humidified air. At the end of each incubation period, explants were removed from the medium, centrifuged to remove residual incubation fluid, weighed, then frozen in liquid nitrogen and stored at −80°C. Incubation media were also collected, centrifuged, aliquoted into 0.25 mL, frozen in liquid nitrogen, and stored at −80°C pending analysis of cytokine concentration.

#### Quantification of transcript levels by microfluidic qPCR.

Total RNA was extracted from endometrial explants after LPS challenge. Due to insufficient mRNA quantity for one of the OF, the expression of 89 genes of interest and 7 reference genes (S2 Table) was quantified from the mRNA extracted from 5 YF and 4 OF (S1 Table) using the BioMark HD high-throughput microfluidic qPCR approach (INRAE, Nouzilly). Of the 89 candidate genes tested, the expression levels of 82 genes were accurately quantified. Normalization of transcript levels was performed using the two most stable reference genes (*C2ORF29* and *SLC30A6*) as determined by qBasePlus software (Biogazelle).

#### Quantification of cytokines concentration in incubation media.

The culture medium from explants from 5 YF and 4 OF was collected after 24 hours of culture in the presence or absence of LPS to assess cytokine assays. To account for basal cytokine levels, control samples consisting of culture medium incubated for 24 hours without explants were included under both LPS-treated and untreated conditions. A custom Milliplex cytokine assay based on Luminex technology specifically developed for ruminants (MERCK-Millipore, Custom bovine/ovine assay 1.0; G. Foucras, INRAE-ENVT, Toulouse; [33]) was used to quantify 14 cytokines (IL-1α, IL-1β, IL-2, IL-4, IL-6, IL-10, IL-17, CCL2, CCL3, CCL4, CCL5, CXCL10, IFN-γ and TNF-α).

### Statistical analysis

P4 concentrations and RT-qPCR quantification of endometrial transcript levels were compared between OF and YF using a Mann-Whitney test (p ≤ 0.05), conducted with GraphPad Prism 9.0.2.

To evaluate the effects of recombinant IFNT treatment and ageing on primary cell cultures of glandular or stromal origins, candidate transcript levels were analysed between OF and YF using a two-way ANOVA performed in R software (p ≤ 0.05). For the endometrial explants derived from OF and YF, a two-way ANOVA was also performed with R software (p ≤ 0.05) to assess the effect of LPS treatment and ageing on expression levels of candidate genes and cytokine concentrations present in the culture media.

The data are presented as mean ± SEM (standard error of the mean).

## Results

### Experiment 1: Impact of ageing on endometrial function at D15

#### Progesterone serum.

P4 concentrations showed no significant difference between the young and old females sampled on Days 2, 8, 14 and 22 of the estrous cycle (S1 Fig). One old female did not exhibit cyclic activity (P4 concentration was 0.4 ng/mL on the 14th day of the estrous cycle).

#### Ageing impacts endometrial transcriptional profiling.

Using total RNA, transcriptomic analyses and the validation of a selection of DEG by RT-qPCR included cycling females, with P4 levels ranging from 4.4 to 7.6 ng/ml on Day 14 of the estrous cycle (S2 Fig). Transcriptomic analyses were performed with 4 females per group, then RT-qPCR confirmation was performed with 6 YF and 7 OF.

Using the fold change rank ordering statistics (FCROS) method, volcano plots and probabilities were used to visualize the distribution of DEG between OF and YF at Day 15 post-estrus (FC = OF/ YF; Fig 2). 

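The transcriptomic data were obtained from endometrial biopsies of 4 OF, aged 13 to 14 years and nulliparous, and 4 YF, aged 4 to 5 years and primiparous, all collected on Day 15. Total RNA of each female was hybridized in 1 colour (Cy-3) to 1 custom bovine Agilent array. The authors deposited the Feature Extraction output of every array, in which each spot carries a processed intensity, corrected for background by that software and not normalized between arrays. The paper's text names no normalization. Arrays of 4 contemporary cows were deposited with them and do not enter the comparison between OF and YF. One slide carried the arrays of 1 OF and 2 YF, and the other slide those of 3 OF and 2 YF. Each array held 61549 spots that were not controls, for 61399 different probes. The 75th percentile of the processed intensity ranged from 968 to 1335 on the OF arrays and from 1207 to 1418 on the YF arrays. Between 71.5% and 74.9% of the probes were well above background on the OF arrays, and between 72.5% and 74.5% on the YF arrays, and 0 probes were saturated. For the values given here, the intensity was put on the log2 scale and the 75th percentile of its array was subtracted, so that a value of 0 is the 75th percentile of that array. The 66 probes with an outlier flag on any array were left out, the spots of a probe were averaged, and the probes of a transcript were averaged, which left 26323 transcripts, 21807 of them with 2 probes. Levels were compared on the log2 scale with limma on the 19755 transcripts that had a probe well above background on every array of OF or on every array of YF. FCROS was computed on all 26323 transcripts, because the paper states no filter on dim probes. Log2 fold changes are OF minus YF, and chromosomal positions are those printed on the array's annotation, for which the paper names the assembly UMD3.1. The number of arrays, 4 per group, limits the precision of every value.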

Eight hundred and fifty-nine (859) DEG were identified between OF and YF (f-value ≥ 0.975 or f-value ≤ 0.025; |FC| ≥ 1.5), of which 402 were over-expressed (f-value ≤ 0.025 and FC ≥ 1.5) and 457 were under-expressed in OF (f-value ≥ 0.975 and FC ≤ 1/1.5) compared with YF (Fig 2 and S3 Table). 

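Each transcript was ranked by FCROS in the 16 pairwise ratios of 1 OF to 1 YF, and the average was taken over the 8 ranks left after a share of 0.25 was trimmed at each end. At an f-value beyond 0.025 or 0.975 and a fold change of 1.5 either way, FCROS called 1300 transcripts, of which 757 were over-expressed and 543 under-expressed in OF. Of the 859 transcripts in the paper's S3 Table, 595 (69.3%) were among them, all 595 in the same direction, and 855 of the 859 had a fold change in the direction of the table. When each probe was ranked on its own, 3374 probes were called, and the count of transcripts was 545 after normexp background correction and quantile normalization. In limma, 0 of 19755 transcripts passed an adjusted p of 0.05, and the smallest Benjamini-Hochberg adjusted p was 0.667. At an unadjusted p of 0.05 limma called 500 transcripts, against 987.8 that chance alone gives, and 303 of the 500 also had a fold change of 1.5, with 162 higher and 141 lower in OF. All 4 OF lay above all 4 YF for 180 transcripts and below them for 131, which is 1.57% of those tested, where chance gives 2.86%. Among the 862 transcripts called by FCROS and tested by limma, 266 had an unadjusted p of 0.05 in limma. Of the 859 transcripts of S3 Table, 796 were tested by limma, and the groups were apart for 77 of these. Simulated arrays kept the measured spread of each transcript, with 200 transcripts changed by 2 on the log2 scale. There limma recovered 78.4% of the changed transcripts and 5.46% of its calls were unchanged transcripts, whereas FCROS recovered 98.4% and 86.4% of its calls were unchanged transcripts. The simulated transcripts varied independently of each other, unlike those of the arrays. Limma was run on 19755 of them and FCROS on all 26323, so these shares are not of like sets. That of FCROS also depends on the number of transcripts changed. The paper takes the transcripts that pass the FCROS thresholds as DEG and enters them in its pathway, function and upstream regulator analyses. It also measured 12 genes by RT-qPCR in 7 OF and 6 YF and reports all 12 as different. It states that ageing went with variations in the gene profiles of the endometrium on Day 15.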

Among the 859 DEG, only 34 displayed a |FC| ≥ 3 (S3 Table).

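A fold change of at least 3 either way was reached by 235 of the FCROS calls, 199 over-expressed and 36 under-expressed in OF, with the fold change taken as the ratio of the arithmetic means of the 4 OF and the 4 YF. With median spot intensity, quantile normalization and trimmed linear ratios, chosen after the values were seen for closeness to S3 Table, 36 transcripts reached it. Without OF 2258 the number of 235 became 98, whereas it became 381 without OF 0233 and 366 without OF 0245. Female 2258 had the highest level of all 8 females for 456 of the over-expressed transcripts (60.2%) and the lowest for 352 of the under-expressed ones (64.8%). Of the calls made with all 8 females, 708 (54.5%) were also made without 2258, and between 64.6% and 75.4% were also made without any 1 of the other 7. In a principal component analysis of the 8 arrays, the first component held 54.9% of the variance, with 2258 at 121.6 and the other females between -42.94 and 23.72.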

**Fig 2:**
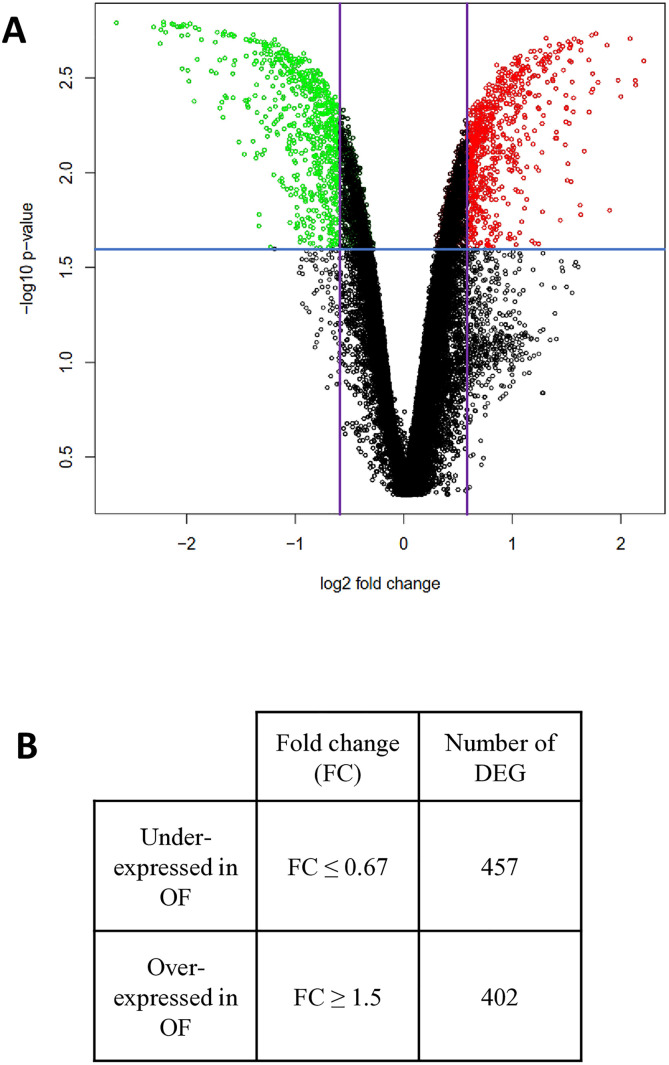
Results of microarray data in experiment 1. Transcriptomic analyses were performed using total RNA extracted from endometrial biopsies collected on Day 15 of the estrous cycle from old females (OF, n = 4) and young females (YF, n = 4). Statistical analyses were performed using the F-CROS method. (A) Volcano-plot of microarray data. Each circle represents a probe. The blue horizontal line represents the error threshold set at 5%. The vertical purple lines indicate the threshold used (|FC| ≥ 1.5). The green and red circles correspond to transcripts significantly over- or under-expressed in old females, respectively. (B) Table of the differentially expressed genes (DEG) between old and young females. FC = OF/ YF; f-value ≥ 0.975 or f-value ≤ 0.025.

Among the 402 DEG over-expressed in OF compared with YF, *ASB2* (FC = 4.94), *ACTG2* (FC = 4.73), *CCL21* (FC = 4.58), *DTNA* (FC = 4.39), *ACTA1* (FC = 3.95), and *OXTR* (FC = 3.78) were among the DEG, displaying the highest FC. On the other hand, the most under-expressed genes in OF compared with YF included *CLEC4E* (FC = 0.22) *IGFBP1* (FC = 0.27), *IGFBP2* (FC = 0.31), *COL4A4* (FC = 0.40), *C PA3* (FC = 0.43) and *COL4A3* (FC = 0.45).

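The log2 value of ASB2 (ENSBTAT00000038558; chromosome 21, 59126042 to 59160261) was 0.04 ± 3.19 (SD, n = 4) in OF and -3.25 ± 1.51 (SD, n = 4) in YF, a log2 fold change of 3.29 with a standard error of 1.50. In an exact two-sided permutation test of 4 females against 4, whose smallest possible p is 0.0286, ASB2 had p = 0.143. ACTG2 (ENSBTAT00000020520; chromosome 11, 10717554 to 10732398) was at 3.25 ± 3.66 in OF and -0.21 ± 1.94 in YF (SD, n = 4 each), and its log2 fold change of 3.45 had a standard error of 1.76 (exact permutation p = 0.2). DTNA (ENSBTAT00000061204; chromosome 24, 22445691 to 22767026) was at -2.11 ± 1.98 in OF and -4.47 ± 0.76 in YF, a log2 fold change of 2.36 (exact permutation p = 0.0857, n = 4 each), and 2 of the 4 OF exceeded all YF. OXTR (ENSBTAT00000026346; chromosome 22, 17817626 to 17827292) had a log2 fold change of 2.17 with a standard error of 0.78, and 3 of the 4 OF exceeded all YF (exact permutation p = 0.0857). CCL21 (ENSBTAT00000033670) was well above background on 3 OF and 1 YF arrays, and ACTA1 (ENSBTAT00000006534) on 3 OF and 2 YF arrays, so neither entered limma, and their log2 differences of 4.12 and 3.99 include values near background. The exact permutation p was 0.0571 for CCL21 and 0.2 for ACTA1. The adjusted p in limma was 0.999 for ASB2, ACTG2, DTNA and OXTR. The paper's text does not name the processing behind its fold changes. A setting with median spot intensity, quantile normalization and trimmed linear ratios was chosen after the values were seen, for its closeness to S3 Table. There all 859 transcripts had a spot within 0.02 of the paper's log2 fold change, so the larger ratios given here go with the processing. The fold change from arithmetic means, which FCROS used here, was 23.9 for ASB2, 24.0 for ACTG2 and 9.05 for DTNA, and all 6 genes were called. It depended on single females: without OF 2258 it was 7.53 for ASB2, 8.15 for ACTG2, 3.51 for DTNA, 7.74 for CCL21 and 9.54 for ACTA1, and without YF 1072 it was 55.9 for ASB2, 90.6 for ACTG2, 12.8 for DTNA, 138 for CCL21 and 147 for ACTA1. Without OF 2258, the log2 fold changes fell to 2.10 for ASB2, 2.18 for ACTG2, 1.53 for DTNA and 1.42 for OXTR, with the same direction. Among the transcripts with the 4 OF above the 4 YF and an unadjusted p of 0.05 in limma, the 5 with the largest log2 fold change were SMPX (3.13), LPL (2.78), PRLR (2.48), ZG16B (2.42) and FREM1 (2.13), none of which passed the adjusted p. SMPX and PRLR were well above background on 2 YF arrays and FREM1 on 1.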

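For CPA3 (ENSBTAT00000019982; chromosome 1, 120236686 to 120268817), the log2 value was -4.41 ± 0.54 (SD, n = 4) in OF and -2.84 ± 0.37 (SD, n = 4) in YF, and its log2 fold change of -1.56 had a standard error of 0.30. COL4A4 (ENSBTAT00000018302; chromosome 2, 115971118 to 116104632) was at -2.35 ± 1.97 in OF and -0.32 ± 0.63 in YF, a log2 fold change of -2.03, and COL4A3 (ENSBTAT00000028418; chromosome 2, 116131000 to 116291205) was at -3.84 ± 2.10 in OF and -1.92 ± 0.56 in YF, a log2 fold change of -1.92 (SD, n = 4 each). All 4 OF lay below all 4 YF for each of these 3 genes (exact permutation p = 0.0286). The levels of COL4A3 and COL4A4 in OF 2258 lay far below those of the other 3 OF, and without 2258 the log2 fold changes were -0.87 and -1.05. CLEC4E (ENSBTAT00000016163), IGFBP1 (ENSBTAT00000064194) and IGFBP2 (ENSBTAT00000007349) had log2 fold changes of -2.68, -2.48 and -1.89 with standard errors of 1.28, 1.40 and 0.93, and 2 of the 4 OF lay below all YF for each. Their exact permutation p values were 0.143, 0.171 and 0.143. Without OF 2258 their log2 fold changes were -1.85, -1.02 and -1.18, and that of CLEC4E was -1.75 without YF 1127. CLEC4E and IGFBP1 were well above background on 3 of the 4 OF arrays and on all YF arrays. The log2 values of COL4A4 rest on the 1 probe that passed the filter on dim probes, whereas FCROS used all its probes. Its ratio from arithmetic means was 0.349 with dim probes left out and 0.569 with all probes. From the means of log2 values over all probes it was 0.513, so the fall of COL4A4 was smaller with all probes. FCROS called all 6 genes, and COL4A4, with a ratio of 0.696, was not called without OF 2258. Over all 19755 transcripts, the limma adjusted p of each was 0.999. Of the genes the paper names for the microarray 21 are reported, and with the limma p values adjusted over these alone 1 of them passed 0.05, CPA3, at an adjusted p of 0.0135. The paper chose these genes on the same arrays, so this is not independent evidence. By the size of the fall among transcripts with all OF below all YF and an unadjusted p of 0.05 in limma, HSD11B1 (-2.06), COL4A4, SH2D6 (-1.86), MCPT2 (-1.86) and TNMD (-1.74, and -1.08 without OF 2258) came first, and MCPT2, well above background on 2 of the 4 OF arrays, had the smallest adjusted p of all transcripts.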

In order to validate the microarray data, expression levels of a selection of DEG identified between OF and YF, relevant to uterine receptivity or ageing, were quantified by RT-qPCR (S3 Fig). 

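The arrays and the paper's RT-qPCR values of single animals (S9 Table) cover the same 8 females for 12 genes, which are ADAMDEC1, CDH11, COL4A3, CPA3, DTNA, IGFBP1, IGFBP2, RSAD2, SCARA5, SERPINA14, SMPDL3B and TFAP2C. On the arrays, the log2 fold change was -1.49 for ADAMDEC1, -1.07 for CDH11, -1.21 for SMPDL3B, -1.62 for TFAP2C, -1.07 for SERPINA14, -0.83 for SCARA5 and -0.47 for RSAD2, each over 4 OF and 4 YF. Exact permutation p values of these 7 genes ranged from 0.0571 for CDH11 to 0.371 for SERPINA14. Without OF 2258 the log2 fold change was -0.92 for ADAMDEC1, -0.54 for SMPDL3B, -0.57 for SERPINA14 and -0.36 for SCARA5, without OF 0233 it was -2.06 for SERPINA14, without YF 1070 it was -1.04 for TFAP2C and -0.19 for RSAD2, and without YF 1127 it was -0.80 for RSAD2. RSAD2 and SERPINA14 were not called by FCROS, SCARA5 was called and no longer so without OF 0233, OF 2258, YF 1069 or YF 1072, SMPDL3B was called and no longer so without OF 2258 or YF 1070, and 1 OF, animal 0233, had a higher level of SERPINA14 than all YF. The direction on the arrays was that of the paper's RT-qPCR values for all 12 genes. To compare the assays animal by animal, the deviation of each female from the mean of her group was correlated between the log2 array value and the log2 RT-qPCR value, over 8 females and all 576 pairings within groups. Pearson's r ranged from 0.715 for TFAP2C to 0.997 for COL4A3, with a median of 0.879, and 8 of the 12 genes had an exact permutation p of 0.05 or less after Benjamini-Hochberg adjustment over the 12 for r, and 8 for Spearman's rho, where ADAMDEC1 passed for r alone and RSAD2 for rho alone. After the 2 females farthest from the median were left out, the median r was 0.791, with 0.157 for CPA3 and 0.320 for TFAP2C, so the relation of these 2 genes rests on those females. Over all 13 females of S9 Table, 7 OF and 6 YF, the exact permutation p between the groups ranged from 0.000583 for CPA3 to 0.0408 for SCARA5, and all 12 genes passed 0.05 after Benjamini-Hochberg adjustment over the 12 (0.00699 to 0.0408). Of these females, 8 are those of the arrays the genes were chosen on. Among the 5 without an array, 3 OF and 2 YF, all OF lay below all YF for 7 genes, CPA3, COL4A3, IGFBP1, IGFBP2, SERPINA14, SMPDL3B and TFAP2C, where chance gives 10% for a gene, and the smallest exact permutation p that 3 OF against 2 YF allow is 0.1.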

As determined by the microarray analyses, RT-qPCR analyses confirmed that expression level of *DTNA* was significantly higher in OF than in YF (*P* ≤ 0.05) whereas transcripts abundance of *ADAMDEC1*, *CDH11*, *COL4A3*, *CPA3*, *RSAD2*, *SCARA5*, *SERPINA14*, *SMPDL3B* and *TFAP2C* (*P* ≤ 0.05) as well as *IGFBP1* and *IGFBP2 (P* < 0.01) were significantly lower in OF compared with YF.

#### Ageing is associated with specific canonical pathways in the endometrium.

Out of the 859 DEG identified when the endometrium of OF was compared with YF, 798 were successfully mapped then 748 were subsequently analyzed using the IPA software. A significant association was established for 137 canonical pathways (B-H *p*-value ≤ 0.05), of which 23 were predicted to be activated (Z-score ≥ 2) and 7 inhibited (Z-score ≤ −2) in OF (Fig 3). 

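The arrays measured 34 genes of the collagen family well above background, from a list of 43. Their mean log2 fold change was -0.06, and 15 of the 34 were higher and 19 lower in OF. camera, a test of a gene list within limma, gave an adjusted p of 0.288 for this list over the 11 lists tested, with its preset correlation between genes of 0.01. A score per female, the mean over the list of each gene's deviation from its mean over the 8 arrays, gave an exact permutation p of 0.857 for 4 OF against 4 YF. The list includes COL1A1 (log2 fold change -0.16), COL1A2 (-0.46), COL3A1 (-0.34), COL2A1 (-1.33), COL12A1 (1.41) and COL22A1 (2.11). S3 Table of the paper holds 9 of these genes, 2 over-expressed and 7 under-expressed in OF. The sign of the mean changed with single females and with the filter: it was 0.18 without YF 1069, -0.25 without YF 1127 and 0.01 with no filter on dim probes. For 18 genes of collagen modification, from a list of 24, the mean log2 fold change was -0.11 and the median 0.03, of opposite sign, and 10 of the 18 were higher in OF (camera adjusted p = 0.329, exact permutation p of the score 0.686). P4HA3 and PCOLCE2 were the only 2 of them in S3 Table. Without YF 1069 the mean of this list was 0.07, and without OF 2258 it was -0.26, with a camera adjusted p of 0.00361. Over the females left out in turn, that adjusted p ranged from 0.00361 to 0.738.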

The canonical pathways predicted to be inhibited in OF are mainly associated with the organisation and regulation of the extracellular matrix, such as “Assembly of collagen fibrils and other multimeric structures” (B-H p-value = 8.7E-04), “Collagen degradation” (B-H p-value = 5.0E-03), “Collagen biosynthesis and modifying enzymes” (B-H p-value = 1.1E-04) and “Extracellular matrix organization” (B-H p-value = 3.0E-03). Among the canonical pathways activated in OF, some are related to inflammation and immunity responses, such as “ILK signaling” (B-H p-value = 1.2E-07) and “Platelet homeostasis” (B-H p-value = 2.2E-02), while others are linked to regulation of cell motility and cytoskeleton such as the “RHO GTPases activate PAKs” (B-H p-value = 2.0E-02), “Regulation of Actin-based Motility by Rho” (B-H p-value = 7.2E-06) and “Actin cytoskeleton signaling” (B-H p-value = 6.6E-07). 

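All 17 smooth muscle genes measured on the arrays, from a list of 18 written from general knowledge of this tissue, were higher in OF, with a mean log2 fold change of 1.85. The list includes MYH11 (2.80), KCNMB1 (2.89), TAGLN (2.45), CNN1 (2.36), MYLK (2.16), DES (1.94) and FLNA (1.57), and 15 of its 18 genes are over-expressed in OF in the paper's S3 Table. The adjusted p of the list was 1.45e-09 in camera. With the correlation between genes estimated from the arrays it was 0.464, and in the rotation test fry it was 0.639, and none of the 6 lists that camera calls was called by either. The score per female (SD, n = 4 each) was 0.92 ± 2.16 in OF and -0.92 ± 0.62 in YF, with an exact permutation p of 0.2. It was 3.46 in OF 2258 and 1.94 in OF 0234, whereas OF 0245, at -0.52, and OF 0233, at -1.18, lay within the range of the YF, from -1.56 to -0.12. The mean log2 fold change ranged from 1.00 without OF 2258 to 2.55 without OF 0233, with camera adjusted p values between 2.35e-13 and 2.95e-05, and it was 1.71 with the slide as a block.

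**Figure D1:**
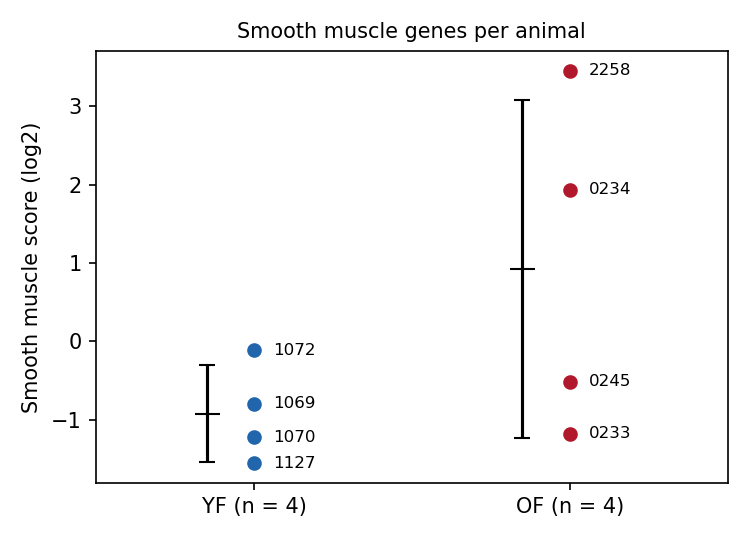
Score of 17 smooth muscle genes in each female (log2 units, vertical axis) for the 4 OF and the 4 YF, with the mean and SD of each group. OF 2258 at 3.46 and OF 0234 at 1.94 lie above all YF, and the other OF lie among the YF.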

Canonical pathways associated with endometrial receptivity were also activated in OF, including the “Oxytocin signaling pathway” (B-H p-value = 5.4E-03), “VEGF signaling” (B-H p-value = 1.4E-02), and “Integrin signaling” (B-H p-value = 2.3E-04).

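The level of the oxytocin receptor gene OXTR was 1.84 in OF 2258, -0.22 in OF 0234, -0.64 in OF 0245 and -2.55 in OF 0233, against a mean of -2.56 ± 0.36 (SD, n = 4) in YF. For the receptors of the VEGF pathway, KDR (ENSBTAT00000001038) had a log2 fold change of -0.07 with a standard error of 0.33 and FLT1 (ENSBTAT00000061117) one of -0.03 with a standard error of 0.20, so the difference was smaller than the spread between females for both.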

**Fig 3:**
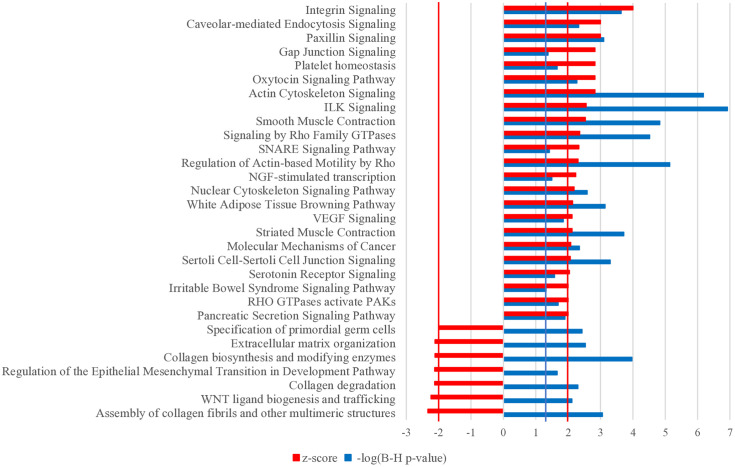
Canonical pathways associated with DEG identified in experiment 1. Significant predicted canonical pathways associated with DEG were identified from endometrial biopsies collected on day 15 of the estrous cycle in old females (OF, n = 4) compared to young females (YF, n = 4). Canonical pathways are considered significant when -log (B-H p-value) ≥ 1.301 (vertical blue line). Ingenuity Pathway Analysis (IPA) defines a canonical pathway as inhibited or activated in OF if the Z-score is ≤ −2 or ≥ 2 respectively (vertical red lines). Only the canonical pathways that are predicted to be activated or inhibited are presented and ranked in descending order of Z-score.

Out of the 241 significant (B-H p-value ≤ 1.6E-04) categories of functions identified by IPA (S5 Table), 14 biological functions were predicted to be increased (Z-score ≥ 2) and 12 were predicted to be decreased (Z-score ≤ −2) in OF (Table 1). 

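Transcripts typical of granulocytes were represented by 10 genes above background, from a list of 15, including CSF3R (log2 fold change 0.56), S100A9 (0.44), CXCR2 (0.40) and LTF (-0.35). Their mean log2 fold change was 0.28, with 9 of the 10 genes higher in OF, a camera adjusted p of 0.0158 and an exact permutation p of 0.314 for the score of 4 OF against 4 YF. The score was 0.14 ± 0.36 (SD, n = 4) in OF and -0.14 ± 0.37 (SD, n = 4) in YF. The camera adjusted p no longer passed 0.05 without OF 0233, without YF 1069 or without YF 1127, and over the females left out in turn it ranged from 0.000727 to 0.259. None of these genes is in S3 Table. For 18 genes of leukocytes in general, from a list of 19, the mean log2 fold change was 0.02, with 10 of 18 higher in OF (camera adjusted p = 0.97). Its sign changed without OF 0233, at -0.09, and with no filter on dim probes, at -0.01.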

Overall, movement of immune cells was strongly represented among the increased functions in OF, with for example “Cell movement of neutrophils” (*Z*-score = 2.6), “Cell movement of phagocytes” (*Z*-score = 2.4), “Migration of granulocytes” (*Z*-score = 2.1) and “Cell movement of myeloid cells” (Z-score = 2.0). The functions predicted to be decreased in OF were primarily related to cell death and survival and cellular assembly and organization, such as “Development of benign tumor” (Z-score = −2.4), “Mature-B-cell neoplasm” (Z-score = −2.0), “Mature B cell malignant tumor” (Z-score = −2.0), as well as the regulation of cellular metabolism and signaling, such as “Calcinosis” (Z-score = −2.4), “Biosynthesis of cyclic nucleotides” (Z-score = −2.1) and “Metabolism of cyclic nucleotides” (Z-score = −2.1).

**Table 1:** Biological functions associated with DEG identified in experiment 1.

Diseases or Functions annotation	B-H p-value	Activation Z-score
Cell movement of neutrophils	9,1E-09	2,6
Female genital neoplasm	7,4E-31	2,4
Tumorigenesis of reproductive tract	5,4E-31	2,4
Cell movement of phagocytes	8,0E-10	2,4
Differentiation of epithelial tissue	2,7E-06	2,3
Ovarian tumor	6,1E-08	2,2
Contractility of smooth muscle	4,1E-05	2,2
Accumulation of leukocytes	7,6E-05	2,2
Recruitment of myeloid cells	2,0E-05	2,1
Migration of granulocytes	2,5E-05	2,1
Adhesion of immune cells	1,1E-06	2,1
Cell movement of myeloid cells	3,5E-12	2,0
Accumulation of cells	1,1E-04	2,0
Differentiation of epithelial cells	3,5E-06	2,0
Mature B cell malignant tumor	4,1E-08	−2,0
Mature B-cell neoplasm	3,6E-13	−2,0
Brain lesion	1,3E-33	−2,0
Biosynthesis of cyclic nucleotides	6,6E-05	−2,1
Metabolism of cyclic nucleotides	3,6E-05	−2,1
Non-astrocytoma brain tumor	2,1E-23	−2,2
Intracranial lesion	3,5E-32	−2,2
Brain tumor	3,3E-32	−2,2
Head and neck tumor	6,1E-57	−2,3
Calcinosis	2,1E-06	−2,4
Development of benign tumor	7,4E-09	−2,4
Benign solid tumor	3,0E-16	−2,5

Significant predicted biological functions associated with DEG were identified from endometrial biopsies collected on day 15 of the estrous cycle in old females (OF, n = 4) compared to young females (YF, n = 4). Biological functions are significant when B-H p-value ≤ 0.05 and are predicted by IPA to be decreased (Z-score ≤ −2) or increased (Z-score ≥ 2) in OF. Only the biological functions that are activated or inhibited are presented and ranked in descending order of Z-score.

#### Ageing is associated with specific networks and upstream regulators in the endometrium.

IPA network interaction analyses revealed 25 interaction networks globally linked to metabolism, immune response and inflammatory processes and cellular organization (S6 Table).

Fig 4 illustrates three networks, namely « Cancer, Gastrointestinal Disease, Organismal Injury and Abnormalities », « Cancer, Organismal Injury and Abnormalities, Reproductive System Disease » and « Cancer, Cellular Development, Cellular Movement ». These networks include genes linked to cellular organization (*ACTA1*, *ACTA2*, *COL4A3*), metabolism (*IGFBP1*, *IGFBP2)* and interferon-stimulated genes (*MX1*, *RSAD2*), as well as *SCARA5*, whose expression is modulated by pregnancy in cattle. Most of these genes were validated by RT-qPCR.

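ACTA2 (ENSBTAT00000037115; chromosome 26, 10662362 to 10714982) had a log2 value of 6.18 ± 2.33 (SD, n = 4) in OF and 4.10 ± 0.66 (SD, n = 4) in YF. Its log2 fold change was 2.08 with a standard error of 1.03 and an exact permutation p of 0.257, and it was called by FCROS. Without OF 2258 the log2 fold change of ACTA2 was 1.23, and FCROS did not call it without OF 2258 or without OF 0234. Female 1072, at 5.08, was above the other 3 YF, and 2 of the 4 OF exceeded all YF. MX1 (ENSBTAT00000043742; chromosome 1, 143177284 to 143204865) was at 0.89 ± 0.68 in OF and 1.41 ± 0.86 in YF (SD, n = 4 each), a log2 fold change of -0.53 (exact permutation p = 0.429), which was -0.24 without OF 2258 and -0.15 without YF 1070. It passed the fold change threshold of FCROS with a ratio of 0.654, and its f-value of 0.945 did not pass 0.975. RSAD2, with a ratio of 0.662 and an f-value of 0.959, was likewise not called. Without YF 1127 both were called.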

**Fig 4:**
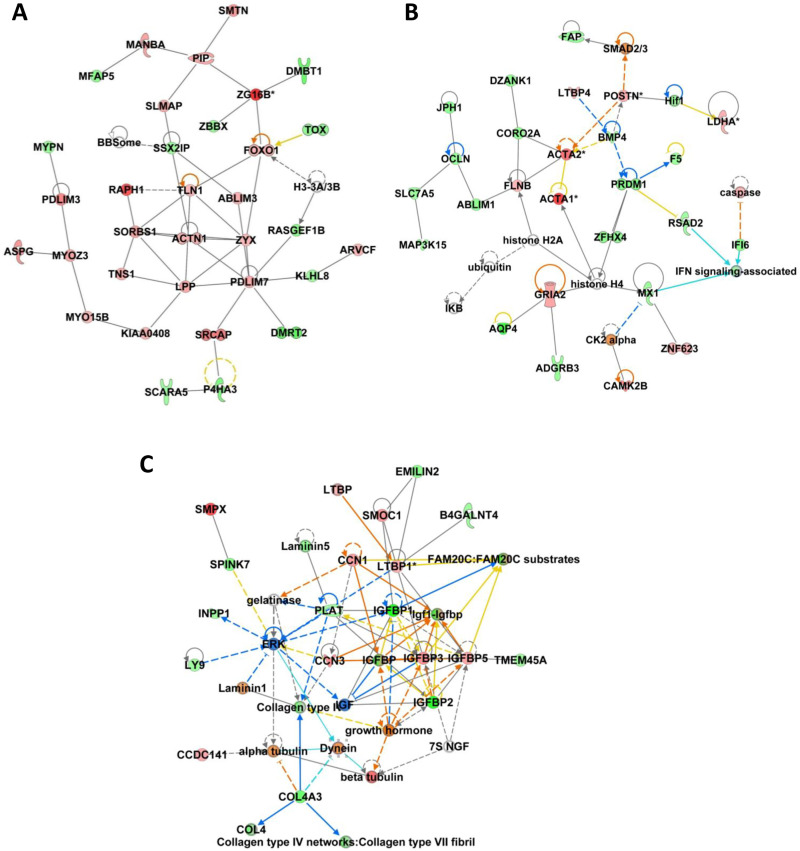
Major networks associated with DEG identified in experiment 1. Networks were generated from 859 differentially expressed genes (DEG) identified between old females (OF, n = 4) and young females (YF, n = 4) using IPA (Ingenuity Pathway analysis). The red node colour indicates up-regulated genes and the green color indicates down-regulated genes in OF versus YF endometrium. The colour intensity increases with the degree of fold change. Solid line indicates a direct interaction between nodes, and dashed line indicates an indirect relationship between nodes. (A) Network #1 – Cancer, Gastrointestinal Disease, Organismal Injury and Abnormalities. (B) Network #3 – Cancer, Organismal Injury and Abnormalities, Reproductive System Disease. (C) Network #15 – Cancer, Cellular Development, Cellular Movement.

IPA analyses identified 1526 significant upstream regulators (B-H p-value ≤ 0.05; S7 Table) of which 95 were predicted as activated (Z-score ≥ 2) and 51 were predicted as inhibited (Z-score ≤ −2) in OF (Table 2). Among the 10 most activated upstream regulators in OF, 4 were related to inflammatory processes (TGFB1, MAPK14, F3, Leukotriene D4). 

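The genes of 3 of these regulators were measured above background on the arrays. The log2 fold change was 0.15 for TGFB1, with a standard error of 0.23, 0.28 for MAPK14, with a standard error of 0.27, and -0.24 for F3, with a standard error of 0.30, over 4 OF and 4 YF. Table 2 of the paper also lists SRF and its partners among the activated regulators, and SRF itself had a log2 fold change of 0.61 with a standard error of 0.32. Besides smooth muscle genes, the targets of SRF include immediate early genes. All 16 of those measured, from a list of 20, were higher in OF, with a mean log2 fold change of 1.24, among them FOS (1.85), EGR1 (1.69), JUNB (1.67), ZFP36 (1.62) and NR4A1 (1.40), and 10 of them are over-expressed in S3 Table. The camera adjusted p was 3.35e-05 and the exact permutation p of the score was 0.286. The score was 3.12 in OF 2258, 1.02 in OF 0245, -0.45 in OF 0233 and -1.22 in OF 0234, and between -1.75 and 1.02 in the 4 YF. Without OF 2258 the mean log2 fold change was 0.40 and the camera adjusted p 0.0719, the highest among the females left out in turn, where the lowest was 2.67e-11.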

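Of 27 interferon stimulated genes measured above background, from a list of 37, 21 were lower and 6 higher in OF. The mean log2 fold change was -0.26, and the genes include IFI27 (-0.75), IFI6 (-0.74), IFI44 (-0.53), ISG15 (-0.44), IFIT3 (0.06) and IFIT2 (0.43). The camera adjusted p was 0.00062, whereas the score gave an exact permutation p of 0.371, with -0.13 ± 0.20 (SD, n = 4) in OF and 0.13 ± 0.45 (SD, n = 4) in YF. The paper's S3 Table holds 5 of these genes, all under-expressed in OF. Without YF 1070 the mean log2 fold change was -0.09 and the camera adjusted p 0.245, and over the females left out in turn the adjusted p ranged from 4.51e-09 to 0.245. IRF3 itself had a log2 fold change of -0.14 with a standard error of 0.15, and the receptor genes IFNAR1 and IFNAR2 had log2 fold changes of 0.29 and 0.13 with standard errors of 0.24 each.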

Among the 10 most inhibited upstream regulators in OF, several are related to the immune response (IFNAR, NC410, IRF3, IFNL1, IFN BETA).

**Table 2:** Top 10 activated or inhibited upstream regulators, associated with DEG identified in experiment 1.

Upstream Regulator	Molecule Type	Activation z-score	B-H p-value	Mechanistic Network
SRF	transcription regulator	4,9	2,0E-17	294 (18)
MRTFA	transcription regulator	4,5	9,2E-14	267 (18)
MRTFB	transcription regulator	3,9	2,4E-11	222 (14)
MYOCD	transcription regulator	3,9	1,9E-10	159 (10)
TGFB1	growth factor	3,7	3,1E-25	368 (22)
D-glucose	chemical – endogenous mammalian	3,6	6,0E-14	336 (26)
WWTR1	transcription regulator	3,3	1,7E-07	229 (15)
MAPK14	kinase	3,3	3,6E-04	285 (15)
F3	transmembrane receptor	3,2	3,6E-03	209 (15)
leukotriene D4	chemical – endogenous mammalian	2,9	4,0E-04	309 (21)
LATS (family)	Group	−2,7	1,1E-05	273 (13)
IFN BETA (family)	group	−2,7	1,2E-03	157 (13)
SIX1	transcription regulator	−2,7	5,7E-14	119 (7)
IFNL1	cytokine	−2,7	2,1E-02	289 (15)
AZD0156	chemical drug	−2,8	3,5E-06	
molybdenum disulfide	chemical reagent	−2,9	6,1E-13	
N-[N-(3,5-difluorophenacetyl-	chemical – protease inhibitor	−2,9	9,8E-03	282 (12)
L-Ala)]-S-phenylglycine t-butyl				
ester				
IRF3	transcription regulator	−3,0	1,7E-03	133 (15)
NC410	biologic drug	−3,1	1,3E-04	
IFNAR (family)	group	−3,4	6,3E-04	235 (16)

Significant predicted upstream regulators associated with DEG identified from endometrial biopsies taken on Day 15 of the estrous cycle in old females (OF, n = 4) compared to young females (YF, n = 4). Upstream regulators have been selected according to their significance (B-H p-value ≤ 0.05) and are predicted by IPA to be inhibited (Z-score ≤ −2) or activated (Z-score ≥ 2) in OF. The upstream regulators are ranked according to their Z-score.

#### Effect of ageing on the endometrial response to IFNT *in vitro.*

Among the 77 genes for which transcript levels were successfully quantified in primary cultures of glandular epithelial cells, 26 exhibited differential expression in response to ageing, incubation time, and IFNT treatment, whereas only 17 out of 79 quantified genes were differentially expressed in stromal cells. Ageing and IFNT response exhibited cell-type-specific effects (Table 3). In the primary cultures of glandular epithelial cells, after 1 hour of incubation, a marked effect of ageing and a limited effect of IFNT on the expression of candidate genes were observed, as reflected by the number of genes showing significantly different expression levels. Specifically, ageing significantly affected the expression of 5 genes (*ATP11C*, *CD3D*, *HEG1*, *SCN1A* and *SCRN3*) in the absence of IFNT (- IFNT) and 4 genes (*CAT*, *ELMO2*, *FNDC3B*, *SOD2*) in its presence (+ IFNT) and 7 genes (*BOLA-N*, *CYP7B1*, *FRG1*, *PCNP*, *PTGR1*, *S100A8*, *WARS*) commonly affected under both conditions. In contrast, in the presence of IFNT, the expression of *DMBT1* (P = 0.038), *SCN1A* (P = 0.048), and *SCRN3* (P = 0.003) is decreased in YF, while the expression of *ADAMDEC1* (P = 0.027) and *MX2* (P = 0.035) is increased. In OF, only two genes are affected by IFNT treatment: *MX2* (P = 3.5E-05) and *OAS1* (P = 0.037), both of which show increased expression in the presence of IFNT. Conversely, after 24 hours of incubation, the effect of ageing faded, affecting the expression of 3 genes (*AIF1*, *COL26A1*, *SCN1A*) in the absence of IFNT, 8 genes in its presence (*BOLA-N*, *CAT*, *CYP7B1*, *ELMO2*, *FNDC3B*, *PCNP*, *SOD2* and *WARS*) and 3 genes (*FRG1*, *PTGR1*, and *S100A8*) both in the absence and presence of IFNT. The effect of IFNT, meanwhile, became more pronounced, with 5 genes (*BOLA-N*, *IFI27L2*, *MX1*, *OAS1*, and *WARS*) commonly affected in both groups, 8 genes (*ATP11C*, *CAT, ELMO2*, *FRG1*, *IL15*, *PCNP*, *PTGR1*, and *TAC3*) specifically affected (P ≤ 0.05) in YF and *CYP7B1* (P = 0.01) specifically affected in OF (Table 3; S2 Fig).

**Table 3:** Response of endometrial cells to interferon tau (IFNT) in experiment 1.

		1 h				24 h			
		Ageing		IFNT treat.		Ageing		IFNT treat.	
	Gene symbol	- IFNT	+ IFNT	YF	OF	- IFNT	+ IFNT	YF	OF
Glandular epithelial cells	*ADAMDEC1*			1.98					
	*AIF1*								
	*ATP11C*							0.46	
	*BOLA-N*							3.89	3.06
	*CAT*							0.63	
	*CD3D*								
	*COL26A1*								
	*CYP7B1*								0.64
	*DMBT1*			0.80					
	*ELMO2*							2.18	
	*FNDC3B*								
	*FRG1*							1.19	
	*HEG1*								
	*IFI27L2*							0.52	0.52
	*IL15*							1.94	
	*MX1*							50.76	39.00
	*MX2*			7.44	2.06			ND	101.00
	*OAS1*				2.23			74	48
	*PCNP*							1.08	
	*PTGR1*							0.54	
	*S100A8*								
	*SCN1A*			0.48					
	*SCRN3*			0.96					
	*SOD2*								
	*TAC3*							4.96	
	*WARS*							5.71	4.47
Stromal cells	*ADAMDEC1*				1.28				
	*ATP11C*			1.21				0.36	0.34
	*BOLA-N*			7.43	13.17			32.74	36.18
	*CD3D*				0.50				0.36
	*CYP7B1*								0.72
	*ELMO2*							2.39	2.37
	*FNDC3B*								0.66
	*FRG1*							1.25	
	*IFI27L2*							0.42	0.40
	*IL15*							3.96	3.96
	*LOC109562134*							0.52	
	*MOG*							3.09	
	*MX1*				144.78			25686	
	*MX2*			ND				46140	15554333
	*OAS1*			42.17	35.39			2036	2021
	*PCNP*							0.92	
	*WARS*				1.34			7.18	7.78

Glandular epithelial cells and stromal cells from endometrial biopsies taken on Day 15 of the estrous cycle from young females (YF, n = 3) and old females (OF, n = 3) were cultured in the absence or presence of 100 ng/mL recombinant ovine interferon tau (IFNT) for 1 hour or 24 hours. Expression levels of candidate transcripts were quantified from total RNA using RT-qPCR. Two-way repeated-measures ANOVA test using R software was performed to identify significant differences according to ageing and IFNT treatment. Differences in transcript levels were considered statistically significant when P-value ≤ 0.05 (two-tailed). Significant differences are indicated by a coloured box background. For the IFNT treatment, the fold changes “+ IFNT/- IFNT” corresponds to the number indicated in each cell of the table (no significant difference). Only genes with significantly different expression levels for at least one condition are shown. Treat.: treatment. - IFNT: incubation in the absence of IFNT; + IFNT: incubation in the presence of IFNT. ND: not determined.

Ash color P ≤ 0.05.

Light black color P ≤ 0.01.

Dark black color P ≤ 0.001.

In the primary cultures of stromal cells, regardless of the incubation duration, ageing did not significantly (P > 0.05) affect the expression of candidate genes, with the exception of *ADAMDEC1,* which showed a significant difference (P = 0.007) after 1 or 24 hours of incubation with IFNT. However, after 1 hour of incubation, IFNT treatment led to a significant increase in the expression levels of *BOLA-N* and *OAS1* in both YF and OF. *ATP11C* expression increased significantly (P = 0.014) only in YF. In OF only, the expression levels of *ADAMDEC1* (P = 0.047), *MX1* (P = 0.022), and *WARS* (P = 0.019) increase significantly in presence of IFNT while *CD3D* expression decreased significantly (P = 0.006). Similar to the primary cultures of glandular epithelial cells, the effect of IFNT became more statistically significant in stromal cells after 24 hours of incubation. In details, IFNT treatment induced a significant increase in the expression levels of *BOLA-N*, *ELMO2*, *IL15*, *MX2*, *OAS1*, *WARS* and a significant decrease (p ≤ 0.05) in the expression of *ATP11C* and *IFI27L2* in both YF and OF. Additionnally, *CD3D* (P = 0.049), *CYP7B1* (P = 0.005) and *FNDC3B* (P = 0.005) expression was significantly decreased only in OF following IFNT treatment, whereas a significant (P = 0.005) decrease in PCNP expression and a significant increase in *FRG1* (P = 0.013), *MOG* (P = 0.009), *MX1* (P = 0.008) expression were observed only in YF following IFNT treatment.

The intensity of the response to IFNT, assessed by the FC (+IFNT/-IFNT) was not significantly (P > 0.05) different between OF and YF in each cell type.

### Experiment 2: Impact of ageing on endometrial response to inflammation

#### Determination of cycle stage by progesterone assay.

P4 levels at D3 were similar (p = 0.134) between the synchronised 6 YF and 3 OF. One old female was not synchronised.

#### Effect of ageing on endometrial response to LPS: transcript levels.

As shown in Fig 5A, in the absence of LPS, 6 (*IDO2*, *IL1B*, *IL6*, *PSMB2*, *RSAD2*, *SOCS3*), 5 (*BAX*, *HSPA5*, *NDEL1*, *PRG3*, *SOCS4*) and 2 (*IRF3* and *PSMB2*) transcripts were differentially expressed between YF and OF (“Ageing”) after 1, 6 or 24 hours of incubation respectively. However, in the presence of LPS, the difference between YF and OF was no longer observed, as no candidate gene was differentially expressed between the two groups after 1 hour of treatment, only *DNMT3A* was differentially expressed after 6 hours and *DNMT3A*, *IL8* and *TLR6* after 24 hours of LPS exposure. Regardless of the incubation time (1, 6, and 24 hours), LPS treatment (“LPS treat.”) had a greater impact on YF than on OF, reflected by the number of transcripts whose expression levels were altered. After 1 hour of incubation, LPS treatment significantly affected the expression of 10 genes (*IDO2*, *IL1B*, *IL6*, *IL8*, *IL10*, *IRF3*, *PSMB2*, *SOCS5*, *TLR8* and *TNFA*) in YF, compared to 5 genes (*CASP3*, *IFNG*, *IL1A*, *SOCS3* and *TNFA*) in OF. After 6 hours, 11 genes (*BAX*, *IL1B*, *IL6*, *MX1*, *MX2*, *PTGS2*, *RSAD2*, *SOCS4*, *SOD2*, *TAP*, *TNFA*) were significantly upregulated in YF, whereas only *IL6* was upregulated in OF. Finally, after 24 hours of incubation, 6 genes (*FOXL2*, *IL6*, *IL10*, *RSAD2*, *SOCS3*, *SOD2*) were upregulated in YF, while only 4 genes (*ALOX5AP*, *IDO1*, *TLR4* and *TNFA*) showed significantly altered expression in OF. The intensity of the response, as assessed by the FC (+ LPS/ - LPS), was generally greater in YF than in OF for each incubation time.

**Fig 5:**
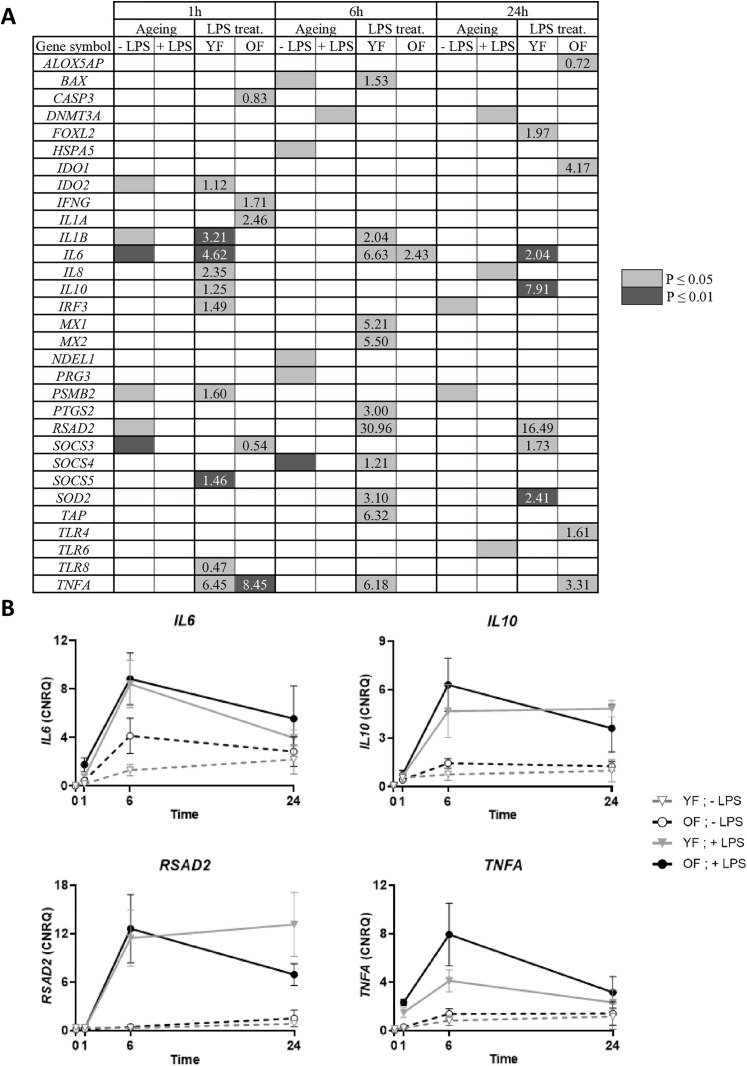
Response of endometrial explants to lipopolysaccharide (LPS) in experiment 2. Treat.: treatment. (B) Graphical representation of transcript levels for individual females after 24 hours incubation in the absence or presence of LPS. Mean + /- SEM. Explants were derived from endometrial biopsies sampled on Day 3 of the estrous cycle. Explants were cultured in the absence or presence of 1 μg/mL LPS for 1 hour, 6 hours or 24 hours. Young females (YF), n = 5; old females (OF), n = 4. (A) Effect of LPS and ageing on transcripts level. Expression levels of candidate transcripts were quantified on total RNA using microfluidic RT-qPCR. Two-way repeated-measures ANOVA test using R software was performed to identify significant differences according to ageing and LPS treatment. Differences in transcript levels were considered statistically significant when P-value ≤ 0.05 or lower (two-tailed). Significant differences are indicated by a coloured box background. For the LPS treatment, fold changes « + LPS/ - LPS » are indicated. Only genes with significantly different expression levels for at least one condition are shown.

#### Effect of ageing on endometrial response to LPS: cytokine concentration in the explant incubation medium.

As observed for the transcripts, after 24 hours of incubation in the absence of LPS, ageing significantly influenced the concentrations of five cytokines quantified in the culture media of endometrial explants. However, in the presence of LPS, the concentrations of the 14 cytokines measured in the culture medium of endometrial explants were similar between YF and OF (Fig 6).

**Fig 6:**
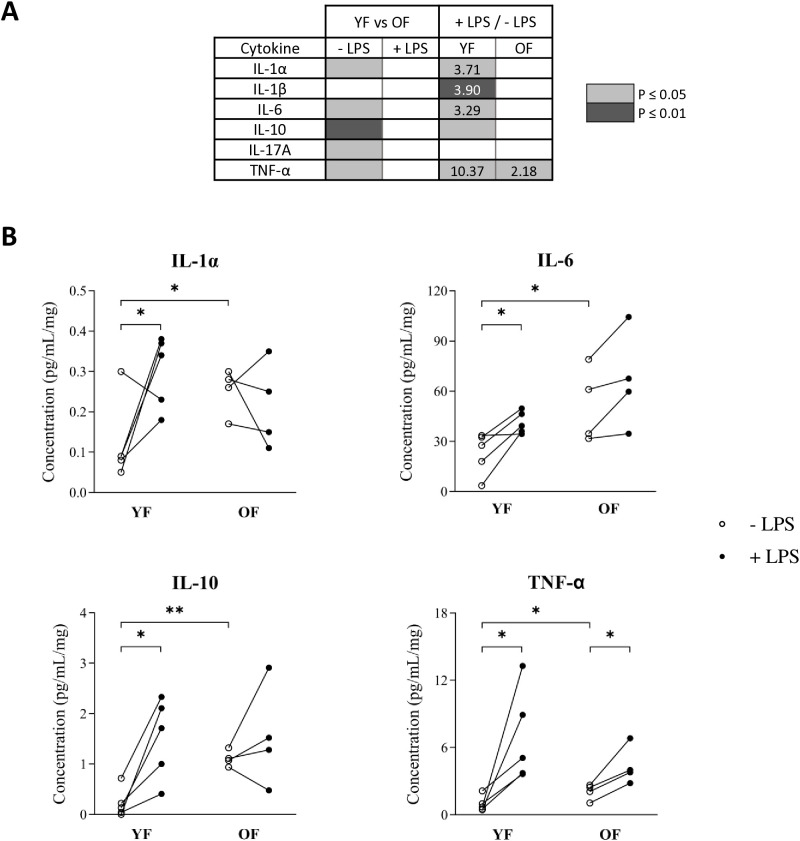
Effect of LPS on cytokine concentrations in the culture medium of endometrial explant in experiment 2. Explants were derived from endometrial biopsies sampled on Day 3 of the estrous cycle and were cultured in the absence or presence of 1 μg/mL LPS for 24 hours. Young females (YF), n = 5; old females (OF), n = 4. (A) Effect of LPS and ageing on cytokine concentration in the incubation medium. P-value was determined by an ANOVA test. Differences in cytokine levels were considered statistically significant when P-value ≤ 0.05 (two-tailed). Only cytokines with significantly different concentrations for at least one condition are shown. (B) Graphical representation of cytokine concentrations for individual females after 24 hours of incubation in the absence or presence of LPS. The cytokine concentration is expressed in picograms (pg) per milliliter of culture medium (mL), normalized to the weight of the explant tissue in milligrams (mg).

LPS treatment significantly affected the concentration of 5 cytokines in YF and only one in OF (Fig 6A). Indeed, in YF, LPS induced a significant increase in the concentration of pro-inflammatory cytokines IL-1α, IL-1β, IL-6, and the anti-inflammatory cytokine IL-10 (FC ranging from 3.6 to 5.0). LPS treatment significantly increased the concentration of the pro-inflammatory cytokine TNF-α in both YF and OF, with no significant difference in fold change between the two groups (Fig 6B).

Ageing or LPS treatment had no significant effect on the concentration of the pro-inflammatory cytokines such as CCL2, CCL3, CCL4, CXCL10, IFN-γ, and IL-2, and the anti-inflammatory cytokines such as IL-1RA and IL-4.

## Discussion

In mammalian females, research has primarily focused on the overall impact of age on pregnancy outcomes following mating or artificial insemination [34]. While studies have documented age-related changes in ovarian phenotypes, oocyte quality, and the hypothalamic-pituitary axis in both human and animal models, the specific effects of ageing on the endometrium—at both molecular and functional levels—have been explored in a limited number of studies.

The bovine model is frequently cited in the study of female reproductive function, including the effects of ageing [35–37]. More specifically, cloned cattle raised in experimental farms provide a relevant model, as their use minimises genetic and environmental variability. The use of cloned young (3 years old) and old (10 years old) cows was published as an experimental model for investigating the effect of aging on ovarian response to stimulation, using a protocol designed for women [38]. Very few laboratories have been able to derive such an experimental model. Our INRAE model of bovine somatic clones, that involves young primiparous females and old nulliparous females, has offered the unique opportunity to decipher the molecular and biological effect of ageing on the endometrium.

In our experiments, P4 level was similar between the two experimental groups during the luteal phase. These results are consistent with previous studies conducted on bovine females, one comparing P4 levels in cows aged 13–14 with their daughters aged 1–4 years, and the other one comparing cows aged 16–17 years with cows aged 4–5 years [35,39]. A third study presented some nuances: the P4 concentration in young females (2.9 years) is significantly lower on both the 7th and 12th days of the cycle compared to that in older females (15.7 years). However, no difference was observed between the middle-aged group (6.7 years) and the older cows [36]. This latter comparison closely matches the age profile of the females involved in our study. The exact parity of the cows in these studies, however, was not specified. Given the established association between early luteal phase P4 levels and the likelihood of a successful pregnancy, we have therefore considered that P4 secretion alone does not account for the decline in fertility associated with age [40].

In our experimental bovine animal model with a fixed genotype, our study also showed that ageing was associated with variations in gene profiles of the endometrium at D15.

Among the 859 DEG we found between YF and OF, a limited number displayed a |FC| ≥ 3. This limited fold change is consistent with previous observations published for human endometrium, with 28 endometrial genes found to be differentially expressed with a fold change greater than 3 between women younger or older than 35 [41]. Interestingly, our RT-qPCR analyses confirmed that *CDH11*, *SCARA5*, *SMPDL3B*, and *TFAP2C*, on the one hand, and *DTNA*, on the other hand, were respectively under-expressed and over-expressed in OF. These findings are similar to those observed in women, namely, a under-expression of *CDH11* and *SCARA5* in senescent decidual cells, a under-expression of *SMPDL3B* and *TFAP2C*, and an over-expression of *DTNA* in the endometrium of women over 35 years old [41,42]. This striking similarity in gene regulation between humans and cattle—species that differ in endometrial cell composition during the luteal phase—underscores the need for a comprehensive investigation into the biological roles of these genes in mammalian endometrial ageing.

In addition to the regulation observed in the senescence of decidual cells in women, *SCARA5* has also been identified as a differentially expressed gene in the endometrium of heifers with distinct fertility profiles. On days 7 and 14 of the estrous cycle preceding embryo transfer, *SCARA5* is underexpressed in the endometrium of heifers in which the transfer fails, compared to those that become pregnant [43]. Given its well-established role in humans as a tumor suppressor gene involved in limiting cell proliferation and promoting apoptosis, the decreased expression of *SCARA5* in the endometrium of old females may indicate a dysregulation of endometrial cell turnover, which could impair endometrial function and contribute to the reduced fertility associated with uterine ageing [44,45].

In our study, *CLEC4E*-the gene encoding the MINCLE protein, which is expressed on the surface of immune cells such as macrophages, dendritic cells, and natural killer cells and recognizes pathogen-associated molecular patterns (PAMPs) as well as damage-associated molecular patterns (DAMPs)-was the gene that presented the lowest transcript levels in the endometrium of OF compared with YF [46]. *CLEC4E* is also one of the most under-expressed genes during the mid-luteal phase in the endometrium of women with recurrent implantation failure. Additionally, in these women, the expression of *SIX1* was down-regulated [47]. This transcription factor has also been implicated in endometrial carcinogenesis, although the precise mechanisms through which it contributes to this process remain to be clarified [48]. Notably, SIX1, which regulates numerous genes involved in cell proliferation, migration, and senescence, is one of the most inhibited upstream regulators in OF [49]. These findings may impair tissue homeostasis and thereby contribute to the increased incidence of embryonic mortality observed in aging females [34]. In the OF group, our data underlined the reduced transcriptional expression of genes including *ADAMDEC1*, *CPA3*, *IGFBP1*, *IGFBP2, SCARA5* and *TFAP2C* involved in proliferative and metabolic processes, such as “Female genital neoplasm”, “Tumorigenesis of reproductive tract”, “Ovarian tumor”, “Benign solid tumor”. *IGFBP1* and *IGFBP2*, two members of the insulin-like growth factor binding protein family that modulate IGF activity and thereby influence cell proliferation, differentiation and survival, are known to be involved in the regulation of endometrial receptivity or decidualization [50,51]. *IGFBP1* transcript levels are lower in the endometrium of sub-fertile heifers compared with highly fertile ones, a result similar to what has been observed in the endometrium of infertile women compared with fertile ones [52,53]. *In vitro*, *IGFBP1*, a marker of endometrial decidualization in women, is less expressed in the stromal endometrial cells of women over 36 years old compared with those under 36 [54]. On day 17 of the estrous cycle, *IGFBP2* expression was lower in the endometrium of infertile heifers compared with sub-fertile ones [1]. CPA3 encodes an enzyme that is mainly expressed by mast cells, a type of immune cell found in the endometrium. The number and activity of endometrial mast cells fluctuate throughout the menstrual cycle, with a specifically increased presence and activation reported in women experiencing recurrent pregnancy loss [55]. The higher *CPA3* expression observed in the endometrium of young mice compared to older ones may reflect age-related changes in immune cell function and tissue homeostasis, a finding that is also confirmed in our study, where the endometrium of young females shows higher *CPA3* expression that of older females [56]. These findings suggest a deregulation of the metabolic, immune and proliferative processes in the endometrium associated with age, that may affect endometrial receptivity and the ability of this tissue to interact with the implanting conceptus.

Furthermore, *COL4A3* and *COL4A4* are among the most under-expressed genes in OF. These genes are involved part of canonical pathways that are inhibited in OF, including “Assembly of collagen fibrils and other multimeric structures,” “Collagen degradation,” “Collagen biosynthesis and modifying enzymes,” and “Extracellular matrix organization,” suggesting an alteration in the structure and function of the extracellular matrix of the endometrium in older females.

In the OF group, *CCL21* transcript levels were higher than those quantified in the YF group and *CCL21* was involved in biological pathways related to immune cell trafficking which were activated in females from the OF group. This gene, whose expression varies depending on the estrous cycle or pregnancy status in cows and sows, was reported to be over-expressed in the luminal epithelial cells of the endometrium in cows with persistent subclinical endometritis, compared to those that are healthy or have resolved the condition [57–59]. Indeed, CCL21 is a chemokine notably expressed by stromal cells. It has a high affinity for the CCR7 receptor, which is expressed by various immune cells, including naïve T and B cells, central memory T cells, dendritic cells, and natural killer cells. During an inflammatory process, CCL21 expression can be upregulated, thereby promoting the chemotactic recruitment of these immune cells to lymphoid or inflamed tissues [60]. Overall, the increased expression of *CCL21* in OF suggests an age-associated alteration in endometrial immune regulation. This may reflect a heightened inflammatory state or a dysregulated immune environment in the ageing uterus. Biological functions related to immunity and immune cell migration are also predicted to be activated in our model of OF. Our results are consistent with the activation of age-related inflammation pathways previously described in bovine and murine endometrial cells [56,61]. Collectively, these results support the emergence of an inflammatory phenomenon in the ageing endometrium.

In our model of endometrial explants incubated with LPS, our results showed that explants from YF are more sensitive to LPS treatment than those from OF, when transcript and protein levels of a selection of cytokines were quantified. Our results are consistent with findings from studies that examined cytokine production in bovine endometrial explants or cells, collected at various stages of the estrous cycle and cultured for up to 48 hours with increasing concentrations of LPS, including 1 µg/mL [62,63]. In contrast, in the OF group, cytokine protein content in the culture supernatants remained unchanged after 24 hours in response to LPS. Our results suggest that the sensitivity of the bovine endometrium to an inflammatory trigger decreases with age. This could be explained by the chronic low-noise inflammation characteristic of ageing, or by a reduced capacity of the endometrium to respond to LPS challenge [64]. Further studies, with an extended incubation period and primary cultures of various endometrial cell types, could help clarifying whether the response of endometrial cells from old females is indeed reduced or simply delayed.

Exacerbated inflammation in the endometrium significantly compromises the establishment of gestation in human [65]. Our findings show that ageing is associated with molecular changes of the endometrium, that affect the sensor properties of the endometrium and its ability to respond to the implanting conceptus. These results are consistent with observations in alpacas, a species in which females over 15 years of age exhibit lower birth rates following embryo transfer compared to those under 15 years of age [19]. In our study, incubation of IFNT with endometrial cells revealed an altered response of ageing cells to this major factor of pregnancy recognition in ruminants. Our findings also demonstrated a cell-type-specific response to IFNT in term of transcript levels in YF and OF cells. Glandular epithelial cells exhibited a greater sensitivity than stromal cells to IFNT. These results are consistent with the cell-type-specific transcriptomic signatures previously demonstrated in the absence or presence of IFNT [66–68].

After 24 hours of incubation, glandular epithelial cells derived from YF endometrial biopsies appeared more sensitive to IFNT stimulation than those derived from OF, as indicated by a greater number of differentially expressed genes and stronger statistical significance. These data are consistent with the inhibition of the upstream regulator IFNAR in OF observed in our transcriptomic analyses. Previous studies have demonstrated that endometrial glands are crucial for the establishment of pregnancy in ruminants [69]. Consequently, the altered ability of the glandular epithelial cells to response to IFNT could interfere with pregnancy establishment, as suggested by Taniwaka and colleagues [61]. In their study, endometrial cells from young (3.8 years) and old (14.4 years) cows, regardless of cell type and parity, were cultured with IFNT, and the endometrial cells from older cows showed a reduced sensitivity to IFNT compared to those from younger cows [61]. Pregnancy failures reported in aged females may result from a compromised sensor property of the endometrial cells that affect the ability of this tissue to respond optimally to the signals emitted by the conceptus during the implantation process.

In our study, all OF were nulliparous, and all YF were primiparous. Therefore, the contribution of primiparity in the interpretation of our analyses cannot be ruled out. To our knowledge, limited information is available regarding the effect of parity on endometrial function. In cows, the pregnancy rate following an embryo transfer decreases as the recipient’s parity increases [20]. In this study parity and age were confounded. A study in aging female rats revealed that age, combined with parity and estrous cyclicity, significantly affects fertility in older rats. Specifically, the age-related decline in fertility is further exacerbated by increased parity, as multiparous females and those with disrupted estrous cyclicity are less likely to conceive with advancing age [70]. Furthermore, it has been shown that parity can induce a chronic inflammatory response. Indeed, Urzua *et al.* demonstrated that parity influences the systemic inflammatory response associated with the spread of ovarian cancer in aging mice, with multiparous mice exhibiting a more pronounced systemic inflammatory response compared to nulliparous mice [71]. An experimental model that includes young and old females with identical parity would refine our understanding of the effects specific for age and for parity on the endometrium.

In conclusion, our study has shown that ageing is associated with significant alterations in biological functions and molecular pathways that play critical roles for pregnancy establishment and progression in cattle. The consequences of ageing on pregnancy failures or prenatal programming of health in adult involve a skewed response of the endometrium to embryonic factors that deserve more detailed investigation. Given the specific physiological roles played by the various cell types of the endometrium, future investigations that address the impact of ageing on distinct endometrial cell types will bring new insights on the mechanisms underlying the alteration of the sensor and driver properties of the endometrium and their contribution to fertility and pregnancy outcomes [68,72]. Our current knowledge including this study prompts the need for addressing the negative effects of uterine ageing as part of fertility management in mammalian species including cattle and humans.

## Supporting information

S1 Fig Progesterone serum assay during the estrous cycle in experiment 1. Blood samples were collected on Days 2, 8, 14 and 22 of the estrous cycle on young females (YF, n = 6) and old females (OF, n = 7) included in the transcriptomic analyses and validation by RT-qPCR. Mean + /- SEM.
(TIF)

S2 Fig Individual serum progesteronemia during the cycle of experiment 1. Blood progesteronemia was measured at Days 2, 8, 14, and 22. For each young female (YF); For each old female (OF). Solid lines indicate females included in transcriptomic analyses and RT-qPCR confirmation (n = 4 per group). Dashed lines indicate additional females for RT-qPCR confirmation (n = 2 YF and n = 3 OF). In total, transcriptomic analyses were performed with 4 females per group, RT-qPCR confirmation was performed with 6 YF and 7 OF.
(TIF)

S3 Fig RT-qPCR validation of the microarray data in experiment 1. Expression levels of the transcripts were quantified by RT-qPCR using total RNA extracted from endometrial biopsies collected on Day 15 of the estrous cycle from 6 young females (YF, black bars) and 7 old females (OF, open bars). Expression levels for each gene were determined in calibrated normalized relative quantities (CNRQ) and were presented as mean + /- SEM. P value was determined by Mann-Whitney test. * P ≤ 0.05; ** P ≤ 0.01.
(TIF)

S4 Fig Response of primary cultures of endometrial cells to interferon tau (IFNT) in experiment 1. Principal component analyses were performed using the expression levels of 77 and 79 candidate genes quantified in 3 young females (YF) and 3 old females (OF) in glandular epithelial cells and stromal cells, respectively. Each point represents a female. Each asterisk represents the centroid of a group.
(TIF)

S1 Table Details of animals included in each experiment according to analyses performed. Exp. 1: experiment 1 (Day 15 of the estrous cycle); Exp. 2: experiment 2 (Day 3 of the estrous cycle).
(DOCX)

S2 Table Primers sequences used for RT-qPCR quantification of transcript levels. Microarray: validation of DEG identified by microarray.
(XLSX)

S3 Table Differentially expressed genes (DEG = 859) identified in endometrial biopsies collected at day 15 post-oestrus from old females (OF; n = 4) versus young females (YF; n = 4). FC: fold change. Fold change rank ordering statistics (FCROS) method (f-value ≤ 0.025 and ≥ 0.975; |FC| ≥ 1.5). f-value ≤ 0.025 and FC ≤ 0.67: DEG under-expressed in YF; over-expressed in OF. f-value ≥ 0.975 and FC ≥ 1.5: DEG over-expressed in YF, under-expressed in OF.
(XLSX)

S4 Table Ingenuity Canonical Pathways related to 859 DEG identified between old females (OF; n = 4) and young females (YF; n = 4) in endometrial biopsies collected on Day 15 post-oestrus.

S5 Table Ingenuity Diseases or Functions Annotation related to 859 DEG identified between old females (OF; n = 4) and young females (YF; n = 4) in endometrial biopsies collected on Day 15 post-oestrus.

S6 Table Networks related to 859 DEG identified between old females (OF; n = 4) and young females (YF; n = 4) in endometrial biopsies collected on Day 15 post-oestrus.

S7 Table Upstream Regulator related to 859 DEG identified between old females (OF; n = 4) and young females (YF; n = 4) in endometrial biopsies collected on Day 15 post-oestrus.

S8 Table Individual progesterone levels measured in Experiment 1 (Days 2, 8, 14 and 22 of the estrous cycle) and Experiment 2 (Days 0 and 3) in YF and OF.

S9 Table Individual RT-qPCR results from endometrial biopsies collected in Experiment 1.

S10 Table Individual RT-qPCR results on primary endometrial cells cultured for 1 hour or 24 hours in the presence or absence of IFNT in Experiment 1.

S11 Table Individual RT-qPCR results on endometrial explants cultured for 1, 6 or 24 hours in the presence or absence of LPS in Experiment 2.

S12 Table Cytokine concentrations in the incubation medium after 24h of incubation in the absence or presence of LPS. Cytokine concentrations in the incubation medium cultured with explant are expressed in pg/mL/mg. Explant mass in mg. The cytokine concentrations reported in the table were calculated as follows: (Cytokine concentration measured – Control cytokine concentration)/ Explant mass. For statistical analysis, negative values of IL-1RA, IL-17A, and IL-10 cytokine concentrations after correction were set to zero. Cytokine concentrations in the control incubation medium without explant are expressed in pg/mL.
(XLSX)

## References

[1] MoraesJGN, BehuraSK, GearyTW, HansenPJ, NeibergsHL, SpencerTE. Proceedings of the National Academy of Sciences of the United States of America. 2018;115(8).10.1073/pnas.1721191115PMC582863329432175

[2] SánchezJM, MathewDJ, PassaroC, FairT, LonerganP. Embryonic maternal interaction in cattle and its relationship with fertility. Reprod Domestic Animals. 2018;53(S2):20–7.10.1111/rda.1329730238655

[3] NeykovaK, TostoV, GiardinaI, TsibizovaV, VakrilovG. Endometrial receptivity and pregnancy outcome. J Matern Fetal Neonatal Med. 2022;35(13):2591–605. doi: 10.1080/14767058.2020.1787977 32744104

[4] Mansouri-AttiaN, OS, AubertJ, DegrelleS, EvertsRE, Giraud-DelvilleC. Endometrium as an early sensor of in vitro embryo manipulation technologies. Proc Natl Acad Sci USA. 2009;106(14):5687–92.19297625 10.1073/pnas.0812722106PMC2667091

[5] MacklonNS, BrosensJJ. The human endometrium as a sensor of embryo quality. Biol Reproduction. 2014;91(4).10.1095/biolreprod.114.12284625187529

[6] OS, Mansouri-AttiaN, LeaRG. Novel aspects of endometrial function: a biological sensor of embryo quality and driver of pregnancy success. Reprod Fertil Dev. 2012;24(1):68.10.1071/RD1190822394719

[7] WoodsL, Perez-GarciaV, KieckbuschJ, WangX, DeMayoF, ColucciF, et al. Decidualisation and placentation defects are a major cause of age-related reproductive decline. Nat Commun. 2017;8(1):352. doi: 10.1038/s41467-017-00308-x 28874785 PMC5585348

[8] WuJ, LinS, HuangP, QiuL, JiangY, ZhangY, et al. Maternal anxiety affects embryo implantation via impairing adrenergic receptor signaling in decidual cells. Commun Biol. 2022;5(1):840. doi: 10.1038/s42003-022-03694-1 35982177 PMC9388523

[9] ChankeawW, LignierS, RichardC, NtallarisT, RaliouM, GuoY, et al. Analysis of the transcriptome of bovine endometrial cells isolated by laser micro-dissection (2): impacts of post-partum negative energy balance on stromal, glandular and luminal epithelial cells. BMC Genomics. 2021;22(1):450. doi: 10.1186/s12864-021-07713-z 34139988 PMC8212477

[10] CicinelliE, VitaglianoA, LoizziV, De ZieglerD, FanelliM, BettocchiS. Altered gene expression encoding cytochines, grow factors and cell cycle regulators in the endometrium of women with chronic endometritis. Diagnostics. 2021;11(3):471. doi: 10.3390/diagnostics1103047133800186 PMC7999985

[11] MurataH, KuniiH, KusamaK, SakuraiT, BaiH, KawaharaM. Heat stress induces oxidative stress and activates the KEAP1-NFE2L2-ARE pathway in bovine endometrial epithelial cells. Biol Reproduction. 2021;105(5):1114–25.10.1093/biolre/ioab14334296252

[12] Sant’Anna Monteiro da SilvaE, Sanches Oquendo JúniorP, Gaspari Oquendo FMde, StoutTAE, de Ruijter-VillaniM, RodriguesTS, et al. Effect of duration of estradiol exposure on embryo survival and endometrial gene expression in anestrous embryo recipient mares. Theriogenology. 2024;226:1–9. doi: 10.1016/j.theriogenology.2024.05.039 38820771

[13] TalukderAK, McDonaldM, BrowneJA, CharpignyG, RizosD, LonerganP. Response of bovine endometrium to interferon tau in the presence of lipopolysaccharide. Theriogenology. 2024;229:169–77. doi: 10.1016/j.theriogenology.2024.08.026 39180888

[14] ZavattaA, ParisiF, MandòC, ScaccabarozziC, SavasiVM, CetinI. Role of inflammaging on the reproductive function and pregnancy. Clinic Rev Allerg Immunol. 2022.10.1007/s12016-021-08907-9PMC876011935031955

[15] BrileySM, JastiS, McCrackenJM, HornickJE, FegleyB, PritchardMT. Reproductive age-associated fibrosis in the stroma of the mammalian ovary. Reproduction. 2016;:245–60.27491879 10.1530/REP-16-0129PMC4979755

[16] OvadyaY, LandsbergerT, LeinsH, VadaiE, GalH, BiranA, et al. Impaired immune surveillance accelerates accumulation of senescent cells and aging. Nat Commun. 2018;9(1):5435. doi: 10.1038/s41467-018-07825-3 30575733 PMC6303397

[17] LeeKA, FloresRR, JangIH, SaathoffA, RobbinsPD. Immune senescence, immunosenescence and aging. Front Aging. 2022;3:900028.35821850 10.3389/fragi.2022.900028PMC9261375

[18] GuoY, GuanT, ShafiqK, YuQ, JiaoX, NaD, et al. Mitochondrial dysfunction in aging. Ageing Res Rev. 2023;88:101955. doi: 10.1016/j.arr.2023.101955 37196864

[19] VaughanJ, MihmM, WittekT. Factors influencing embryo transfer success in alpacas—A retrospective study. Animal Reproduction Science. 2013;136(3):194–204.23141430 10.1016/j.anireprosci.2012.10.010

[20] FerrazPA, BurnleyC, KaranjaJ, Viera-NetoA, SantosJEP, ChebelRC, et al. Factors affecting the success of a large embryo transfer program in Holstein cattle in a commercial herd in the southeast region of the United States. Theriogenology. 2016;86(7):1834–41. doi: 10.1016/j.theriogenology.2016.05.032 27364084

[21] YamamotoT, IwataH, GotoH, ShiratukiS, TanakaH, MonjiY, et al. Effect of maternal age on the developmental competence and progression of nuclear maturation in bovine oocytes. Mol Reprod Dev. 2010;77(7):595–604. doi: 10.1002/mrd.21188 20575084

[22] PasquarielloR, ErmischAF, SilvaE, McCormickS, LogsdonD, BarfieldJP. Alterations in oocyte mitochondrial number and function are related to spindle defects and occur with maternal aging in mice and humans†. Biol Reproduction. 2019;100(4):971–81.10.1093/biolre/ioy24830476005

[23] ZhangJ-J, LiuX, ChenL, ZhangS, ZhangX, HaoC, et al. Advanced maternal age alters expression of maternal effect genes that are essential for human oocyte quality. Aging (Albany NY). 2020;12(4):3950–61. doi: 10.18632/aging.102864 32096767 PMC7066876

[24] LaserJ, LeeP, WeiJ-J. Cellular senescence in usual type uterine leiomyoma. Fertil Steril. 2010;93(6):2020–6. doi: 10.1016/j.fertnstert.2008.12.116 19217096

[25] KorzekwaAJ, BahMM, GęstwickaM, SochaB, SkarżyńskiDJ. Adenomyosis in the bovine uterus: correlation between frequency, age, and 17β-estradiol-progesterone equilibrium. Theriogenology. 2013;79(1):165–72. doi: 10.1016/j.theriogenology.2012.09.023 23122605

[26] ShresthaB, PaudyalS, KaniyamattamK, GrohnYT. Organic dairy cattle longevity and economic implications: contemporary perspectives. J Dairy Sci. 2025.10.3168/jds.2024-2576739892593

[27] LedouxD, VeissierI, MeunierB, GelinV, RichardC, KieferH. Combining accelerometers and direct visual observations to detect sickness and pain in cows of different ages submitted to systemic inflammation. Sci Rep. 2023;13(1):1977.36737469 10.1038/s41598-023-27884-xPMC9898231

[28] CanépaS, LainéAL, BluteauA, FaguC, FlonC, MonniauxD. Validation d’une méthode immunoenzymatique pour le dosage de la progestérone dans le plasma des ovins et des bovins. Cah Techn Inra. 2008;64:19–30.

[29] Mansouri-AttiaN, AubertJ, ReinaudP, Giraud-DelvilleC, TaghoutiG, GalioL, et al. Gene expression profiles of bovine caruncular and intercaruncular endometrium at implantation. Physiological Genomics. 2009;39(1):14–27.19622795 10.1152/physiolgenomics.90404.2008

[30] CarvalhoAV, CanonE, JouneauL, ArchillaC, LaffontL, MoroldoM, et al. Different co-culture systems have the same impact on bovine embryo transcriptome. Reproduction. 2017;154(5):695–710. doi: 10.1530/REP-17-0449 28982934

[31] DembéléD, KastnerP. Fold change rank ordering statistics: a new method for detecting differentially expressed genes. BMC Bioinformatics. 2014;15:14. doi: 10.1186/1471-2105-15-14 24423217 PMC3899927

[32] LarionovA, KrauseA, MillerW. A standard curve based method for relative real time PCR data processing. BMC Bioinformatics. 2005;6:62. doi: 10.1186/1471-2105-6-62 15780134 PMC1274258

[33] LesueurJ, WalachowskiS, BarbeyS, CebronN, LefebvreR, LaunayF. Standardized whole blood assay and bead-based cytokine profiling reveal commonalities and diversity of the response to bacteria and TLR ligands in cattle. Front Immunol. 2022;13:871780.35677047 10.3389/fimmu.2022.871780PMC9169910

[34] DiskinMG, ParrMH, MorrisDG. Embryo death in cattle: an update. Reprod Fertil Dev. 2011;24(1):244–51. doi: 10.1071/RD11914 22394965

[35] MalhiPS, AdamsGP, SinghJ. Bovine model for the study of reproductive aging in women: follicular, luteal, and endocrine characteristics. Biol Reprod. 2005;73(1):45–53. doi: 10.1095/biolreprod.104.038745 15744017

[36] HoriK, MatsuyamaS, NakamuraS, IwataH, KuwayamaT, MiyamotoA, et al. Age-related changes in the bovine corpus luteum function and progesterone secretion. Reprod Domest Anim. 2019;54(1):23–30. doi: 10.1111/rda.13303 30085372

[37] ButkiewiczAF, AmaralA, Cerveira-PintoM, KordowitzkiP. Assessing the influence of maternal age in bovine embryos and oocytes: a model for human reproductive aging. Aging Dis. 2024;16(2):757–68. doi: 10.14336/AD.2024.0305 38916737 PMC11964423

[38] CreeLM, HammondER, ShellingAN, BergMC, PeekJC, GreenMP. Maternal age and ovarian stimulation independently affect oocyte mtDNA copy number and cumulus cell gene expression in bovine clones. Hum Reprod. 2015;30(6):1410–20. doi: 10.1093/humrep/dev066 25820694

[39] AlvarezRH, DuarteKMR, CarvalhoJBP, RochaCC, JuniorGAA, TrevisolE, et al. Ovarian morphology and follicular dynamics associated with ovarian aging in Bos indicus beef cows. Anim Reprod Sci. 2023;254:107279. doi: 10.1016/j.anireprosci.2023.107279 37353462

[40] ParrMH, ScullyS, LonerganP, EvansACO, CroweMA, DiskinMG. Establishment of critical timing of progesterone supplementation on corpus luteum and embryo development in beef heifers. Anim Reprod Sci. 2017;180:1–9. doi: 10.1016/j.anireprosci.2017.02.005 28258785

[41] Devesa-PeiroA, Sebastian-LeonP, Parraga-LeoA, PellicerA, Diaz-GimenoP. Breaking the ageing paradigm in endometrium: endometrial gene expression related to cilia and ageing hallmarks in women over 35 years. Human Reproduction. 2022;37(4):762–76.35085395 10.1093/humrep/deac010

[42] LucasES, VrljicakP, MuterJ, Diniz-da-CostaMM, BrightonPJ, KongC-S, et al. Recurrent pregnancy loss is associated with a pro-senescent decidual response during the peri-implantation window. Commun Biol. 2020;3(1):37. doi: 10.1038/s42003-020-0763-1 31965050 PMC6972755

[43] Salilew-WondimD, HölkerM, RingsF, GhanemN, Ulas-CinarM, PeippoJ, et al. Bovine pretransfer endometrium and embryo transcriptome fingerprints as predictors of pregnancy success after embryo transfer. Physiol Genomics. 2010;42(2):201–18. doi: 10.1152/physiolgenomics.00047.2010 20388838

[44] WangJ, WangS, ChenL, TanJ. SCARA5 suppresses the proliferation and migration, and promotes the apoptosis of human retinoblastoma cells by inhibiting the PI3K/AKT pathway. Mol Med Rep. 2021;23(3):202. doi: 10.3892/mmr.2021.11841 33495818 PMC7821225

[45] JumaiK, ZhangT, QiaoB, AiniwaerJ, ZhangH, HouZ, et al. Highly Expressing SCARA5 Promotes Proliferation and Migration of Esophageal Squamous Cell Carcinoma. WangF, editor. J Immunol Res. 2022;2022:1–21.10.1155/2022/2555647PMC923232235755171

[46] ZouY, LiJ, SuH, DechsupaN, LiuJ, WangL. Mincle as a potential intervention target for the prevention of inflammation and fibrosis (Review). Mol Med Rep. 2024;29(6):103. doi: 10.3892/mmr.2024.13227 38639174 PMC11058355

[47] ChoiY, KimH-R, LimEJ, ParkM, YoonJA, KimYS, et al. Integrative Analyses of Uterine Transcriptome and MicroRNAome Reveal Compromised LIF-STAT3 signaling and progesterone response in the endometrium of patients with recurrent/repeated implantation failure (RIF). PLoS One. 2016;11(6):e0157696. doi: 10.1371/journal.pone.0157696 27304912 PMC4909214

[48] SuenAA, JeffersonWN, WoodCE, Padilla-BanksE, Bae-JumpVL, WilliamsCJ. SIX1 Oncoprotein as a Biomarker in a Model of Hormonal Carcinogenesis and in Human Endometrial Cancer. Mol Cancer Res. 2016;14(9):849–58. doi: 10.1158/1541-7786.MCR-16-0084 27259717 PMC5025359

[49] RafiqA, AashaqS, JanI, BeighMA. SIX1 transcription factor: A review of cellular functions and regulatory dynamics. Int J Biol Macromol. 2021;193(Pt B):1151–64. doi: 10.1016/j.ijbiomac.2021.10.133 34742853

[50] RutanenEM, PartanenS, PekonenF. Decidual transformation of human extrauterine mesenchymal cells is associated with the appearance of insulin-like growth factor-binding protein-1. J Clin Endocrinol Metab. 1991;72(1):27–31. doi: 10.1210/jcem-72-1-27 1702447

[51] CerroJA, PintarJE. Insulin-like growth factor binding protein gene expression in the pregnant rat uterus and placenta. Dev Biol. 1997;184(2):278–95. doi: 10.1006/dbio.1997.8533 9133435

[52] AltmäeS, Martínez-ConejeroJA, SalumetsA, SimónC, HorcajadasJA, Stavreus-EversA. Endometrial gene expression analysis at the time of embryo implantation in women with unexplained infertility. Mol Hum Reprod. 2010;16(3):178–87. doi: 10.1093/molehr/gap102 19933690

[53] MintenMA, BilbyTR, BrunoRGS, AllenCC, MadsenCA, WangZ. Effects of fertility on gene expression and function of the bovine endometrium. PLoS ONE. 2013;8(8):e69444. doi: 10.1371/journal.pone.0069444PMC373418123940519

[54] BerdiakiA, ZafeiropoulouS, MakrygiannakisF, DrakopoulosP, GurganT, MakrigiannakisA. Ageing, a modulator of human endometrial stromal cell proliferation and decidualization: a role for implantation?. Reprod Biomed Online. 2022;45(2):202–10. doi: 10.1016/j.rbmo.2022.03.028 35773140

[55] DerbalaY, ElazzamyH, BilalM, ReedR, Salazar GarciaMD, SkariahA, et al. Mast cell-induced immunopathology in recurrent pregnancy losses. Am J Reprod Immunol. 2019;82(1):e13128. doi: 10.1111/aji.13128 31006153

[56] KawamuraT, TomariH, OnoyamaI, ArakiH, YasunagaM, LinC, et al. Identification of genes associated with endometrial cell ageing. Mol Hum Reprod. 2021;27(2):gaaa078. doi: 10.1093/molehr/gaaa078 33258951

[57] TríbuloP, SiqueiraLGB, OliveiraLJ, SchefflerT, HansenPJ. Identification of potential embryokines in the bovine reproductive tract. J Dairy Sci. 2018;101(1):690–704. doi: 10.3168/jds.2017-13221 29128220

[58] BaeH, LimW, BazerFW, WhangK-Y, SongG. Mitigation of ER-stress and inflammation by chemokine (C-C motif) ligand 21 during early pregnancy. Dev Comp Immunol. 2019;94:73–84. doi: 10.1016/j.dci.2019.01.016 30711450

[59] PereiraG, GuoY, SilvaE, SilvaMF, BevilacquaC, CharpignyG, et al. Subclinical endometritis differentially affects the transcriptomic profiles of endometrial glandular, luminal, and stromal cells of postpartum dairy cows. J Dairy Sci. 2022;105(7):6125–43. doi: 10.3168/jds.2022-21811 35636998

[60] HanL, ZhangL. CCL21/CCR7 axis as a therapeutic target for autoimmune diseases. Int Immunopharmacol. 2023;121:110431. doi: 10.1016/j.intimp.2023.110431 37331295

[61] TanikawaN, OhtsuA, Kawahara-MikiR, KimuraK, MatsuyamaS, IwataH, et al. Age-associated mRNA expression changes in bovine endometrial cells in vitro. Reprod Biol Endocrinol. 2017;15(1):63. doi: 10.1186/s12958-017-0284-z 28806906 PMC5556672

[62] BorgesAM, HealeyGD, SheldonIM. Explants of intact endometrium to model bovine innate immunity and inflammation ex vivo. Am J Reprod Immunol. 2012;67(6):526–39. doi: 10.1111/j.1600-0897.2012.01106.x 22324889

[63] CroninJG, TurnerML, GoetzeL, BryantCE, SheldonIM. Toll-like receptor 4 and MYD88-dependent signaling mechanisms of the innate immune system are essential for the response to lipopolysaccharide by epithelial and stromal cells of the bovine endometrium. Biol Reproduction. 2012;86(2).10.1095/biolreprod.111.092718PMC439670322053092

[64] KobayashiH, NishioM, UmetaniM, ShigetomiH, ImanakaS, HashimotoH. Endometrial aging and reproductive decline: the central role of mitochondrial dysfunction. Int J Mol Sci. 2025;26(11):5060. doi: 10.3390/ijms26115060 40507871 PMC12154470

[65] MaekawaR, TaketaniT, MiharaY, SatoS, OkadaM, TamuraI, et al. Thin endometrium transcriptome analysis reveals a potential mechanism of implantation failure. Reprod Med Biol. 2017;16(2):206–27. doi: 10.1002/rmb2.12030 29259471 PMC5661823

[66] FordeN, CarterF, SpencerTE, BazerFW, SandraO, Mansouri-AttiaN. Conceptus-induced changes in the endometrial transcriptome: how soon does the cow know she is pregnant? Biol Reproduction. 2011;85(1):144–56.10.1095/biolreprod.110.09001921349821

[67] O S a n d ra, CharpignyG, GalioL, HueI. Preattachment embryos of domestic animals: insights into development and paracrine secretions. Annu Rev Anim Biosci. 2017;5(1):205–28.27959670 10.1146/annurev-animal-022516-022900

[68] ChankeawW, LignierS, RichardC, NtallarisT, RaliouM, GuoY, et al. Analysis of the transcriptome of bovine endometrial cells isolated by laser micro-dissection (1): specific signatures of stromal, glandular and luminal epithelial cells. BMC Genomics. 2021;22(1):451. doi: 10.1186/s12864-021-07712-0 34139994 PMC8212485

[69] GrayCA, TaylorKM, RamseyWS, HillJR, BazerFW, BartolFF, et al. Endometrial glands are required for preimplantation conceptus elongation and survival. Biol Reprod. 2001;64(6):1608–13. doi: 10.1095/biolreprod64.6.1608 11369585

[70] MattDW, SarverPL, LuJK. Relation of parity and estrous cyclicity to the biology of pregnancy in aging female rats. Biol Reprod. 1987;37(2):421–30. doi: 10.1095/biolreprod37.2.421 3676396

[71] UrzuaU, ChaconC, LizamaL, SarmientoS, VillalobosP, KroxatoB, et al. Parity history determines a systemic inflammatory response to spread of ovarian cancer in naturally aged mice. Aging Dis. 2017;8(5):546–57. doi: 10.14336/AD.2017.0110 28966800 PMC5614320

[72] UlrichND, VargoA, MaQ, Shen Ychi, BazzanoD, HannumDF. Proc Natl Acad Sci USA. 2024;121(45):e2404775121.10.1073/pnas.2404775121PMC1155143939471215

# Supplementary material for: Ageing-driven molecular and functional changes in the bovine endometrium
**Source:** PLoS One. 2025 Sep 26;20(9):e0332176. doi: 10.1371/journal.pone.0332176
**Supplement:** S1 Table — Exp. 1: experiment 1 (Day 15 of the estrous cycle); Exp. 2: experiment 2 (Day 3 of the estrous cycle).

|  |  | **Animals ID** | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Young females** | | | | | | | **Old females** | | | | | | | |
|  |  | 1069 | 1070 | 1072 | 1127 | 1101 | 1125 | 1126 | 0233 | 0234 | 0245 | 2258 | 0239 | 0244 | 0247 | 2256 |
|  | Analyses |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Exp. 1 | Progesterone assay | X | X | X | X | X | X |  | X | X | X | X | X | X | X | X |
|  | Endometrial biopsy: microarray | X | X | X | X |  |  |  | X | X | X | X |  |  |  |  |
|  | Endometrial biopsy: RT-qPCR | X | X | X | X | X | X |  | X | X | X | X | X | X | X |  |
|  | Primary culture of endometrial cells -/+ IFNT ; RT-qPCR |  | X | X | X |  |  |  |  |  | X | X |  |  |  | X |
| Exp. 2 | Progesterone assay | X |  | X | X | X |  | X | X |  | X |  | X |  |  | X |
|  | Culture of endometrial explants -/+ LPS ; Cytokines | X |  | X | X | X |  | X | X |  | X |  | X |  |  | X |
|  | Culture of endometrial explants -/+ LPS ; RT-qPCR | X |  | X | X | X |  | X | X |  | X | X |  |  |  | X |

How the deposited data were processed for this re-analysis (not part of the article)

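The processed data are the arrays of endometrial biopsies taken on Day 15 from 4 old females (OF) and 4 young females (YF), each hybridized in 1 colour to its own custom bovine Agilent array, and those of 4 contemporary cows that the paper does not analyse. The labels state that the authors left out 1 of the contemporary cows, animal 1111, for a divergent phenotype, so 3 were used. The OF were nulliparous and the YF primiparous, so that age and parity go together in every comparison, as the paper also states. The replicate is the animal. The 12 arrays lay on 2 slides. Slide 1 carried 1 OF, 2 YF and 1 contemporary cow, and slide 2 carried 3 OF, 2 YF and 3 contemporary cows.

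The authors deposited, for each array, the Cy-3 intensity of every spot as read by Feature Extraction 10.7.3.1, which had corrected it for background, together with the mean and median intensity of the spot and its background. No normalization between arrays is in these values, and none is named in the paper's text. The signal over background sets what can be measured: between 71.5% and 74.9% of the probes were well above background on each array, and 0 were saturated. The files give no counts, and the precision is limited by the number of arrays.

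From the processed intensity, log2 was taken and the 75th percentile of the array subtracted. The 1319 control spots and 66 probes with an outlier flag on any array were left out, which kept 61333 probes. Spots of the same probe were averaged, then different probes of the same transcript, which gave 26323 transcripts, 21807 with 2 probes, 4402 with more and 114 with 1. Of the transcripts kept, 848 were named from the paper's S3 Table, 21051 from the annotation in the array files and 302 through RefSeq accessions, and the symbol of 4122 is not given. Positions are printed as the array's annotation gives them, for the assembly UMD3.1 named by the paper.

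OF and YF were compared with limma 3.58.1 in R 4.3.3, with two-sided tests and Benjamini-Hochberg adjustment at 0.05, on the 19755 transcripts with a probe well above background on every array of OF or of YF (43163 probes). Only the arrays of the groups compared entered a fit. The fold change rank ordering statistics (FCROS) were coded from their published description: the 16 pairwise ratios of an OF to a YF were ranked, a share of 0.25 of the ranks was trimmed at each end, and f-values beyond 0.025 and 0.975 with a fold change of 1.5, from arithmetic group means, were called, on all transcripts. Contemporary cows were compared with YF and with OF in the same way. Lists of smooth muscle, collagen, collagen modifying, interferon stimulated, immediate early, granulocyte, leukocyte, epithelial, stromal, endothelial and mast cell genes were tested with camera at a preset correlation of 0.01, with fry, with camera at an estimated correlation, and with an exact permutation test of a score per animal, whose smallest p is 0.0286 with 4 animals per group. Scores were also computed for ciliated cell and erythrocyte genes. The paper's RT-qPCR values of single animals (S9 Table) were correlated with the array values within groups, and, as chosen after the data were seen, compared between the groups over all 13 animals and over the 5 without an array. Limma and FCROS were also tested on simulated arrays with 200 transcripts changed by 2 on the log2 scale, after they had first been run on the arrays. With no transcript changed, limma called 0 transcripts in each of 20 runs and FCROS between 1327 and 1411.

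The genes named are every gene the paper names for the microarray, and the 5 transcripts that rose most and the 5 that fell most in OF among those with all OF on 1 side of all YF, at adjusted p of 0.05 where any passed and otherwise at unadjusted p of 0.05. A gene's value is that of the transcript S3 Table lists, or else of its transcript with the highest mean signal. Members of the gene lists are named besides, and were picked after their values were seen. Some genes are not reported here, and the counts over named genes leave them out.

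The assignment of animals to groups, the tests, the gene lists, the rule for named genes and the first set of alternatives were fixed before the data were examined. These alternatives were quantile normalization, normexp on the mean spot intensity, median centring, the brightest probe of a transcript, each probe on its own, no filter on dim probes, dim probes left out of FCROS, no trimming and 2 other fold changes in FCROS, the slide as a block, all 3 groups in 1 fit, array weights, the contemporary cow 1111 included, and each animal left out in turn. Added after the data were seen were the smooth muscle score as a covariate in limma and a search of 128 settings of FCROS, 121 of them not among the alternatives fixed before, which was run to find out under which settings the values of S3 Table come back. Its nearest setting was chosen for its closeness to that table, and it is used only to describe that table. The Ingenuity analyses cannot be recomputed from the arrays, and the cell culture, explant and cytokine experiments have no array and are not analysed here.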

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

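The tests of brightness, of another animal's array, of epithelial genes and of smooth muscle genes in this part were chosen only after the values were seen. Among 102 groups of 4 animals, over the named genes and the scores, 5 had 1 animal farther from the others than the 95% limit for a group of 4 allows, where chance gives 1 in 20, or 5.1, so the number of such groups is what chance alone gives.

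Animal 2258 lay farther below the other OF than that limit allows for 3 named genes, and had the lowest level of the OF for others within the limit. COL4A4 was at -5.31 in 2258 and at -1.45 in the nearest other OF, COL4A3 at -6.98 against -2.87, and HSD11B1 at -7.22 against -5.01, on the log2 scale. The brightness of this array argues against itself as the cause, since the smallest of the 3 gaps was still 1.88 after quantile normalization. An array of another animal is argued against by the paper's RT-qPCR values, where COL4A3 was at 0.0503 in 2258, the lowest of the 7 OF. Fewer epithelial cells in the sample remain open. Of the epithelial list, 17 of 19 genes were lowest of all 8 animals in 2258, where 2.38 would be by chance. Genes of 1 cell type can move together, so they do not count as 19 separate observations. YF 1069 goes the other way. Its epithelial score of -1.03 was below that of all animals but 2258. Its COL4A3, at -1.22, and COL4A4, at 0.29, were the highest of the 8 animals. No condition in the labels sets 2258 apart from the other OF, so no biological explanation was tested.

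Animal 1072 lay farther above the other YF than that limit allows for CCL21, at -3.97 against -7.84 in the nearest other YF, and for ACTA2, at 5.08 against 3.83. After quantile normalization the smaller of the 2 gaps was 1.38, which argues against the brightness of the array. More smooth muscle tissue in the sample remains open. Of the smooth muscle list, 13 of 17 genes were highest of the 4 YF in 1072, where 4.25 would be by chance. These genes moved together within groups, with a median correlation of 0.962, so they do not count as 17 separate observations. ACTA2 is itself a member of that list. No condition in the labels sets 1072 apart from the other YF, so no biological explanation was tested.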

How the results depend on the processing

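The smooth muscle covariate and 121 settings of FCROS are tests chosen only after the result was seen. The cause was not tested for any of the changes listed here, unless the sentence names it.

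The count of transcripts at adjusted p of 0.05 in limma between OF and YF was 0 under all 9 alternatives, without each of the 8 animals, and with the smooth muscle score as a covariate, where the unadjusted p of 0.05 alone gave 500 and FCROS 1300. The count at unadjusted p and a fold change of 1.5, 303, became 139 after normexp and quantile normalization, 468 with no filter on dim probes, where more transcripts were tested, 608 when each probe was counted on its own, and 1188 with array weights. Without each animal in turn it ranged from 252 to 694, the latter without OF 0233, and with the smooth muscle covariate it was 413. The share higher in OF, 53.5%, was 46.8% after normexp, 49.4% after quantile normalization, 65.2% with no filter, 62.8% with array weights, 41.9% with the covariate, 64.0% without OF 0233, 65.8% without OF 0245, 38.4% without OF 0234 and 28.3% without YF 1127. With the slide as a block the count was 362, 186 higher and 176 lower.

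The FCROS count of 1300 stayed within 1.5 times of itself under 7 of 9 alternatives, from 933 with dim probes left out to 1426 with the brightest probe, and without each animal in turn, from 1190 to 1555. It was 545 after normexp, 317 over-expressed and 228 under-expressed, and 3374 when each probe was ranked on its own, 1862 and 1512. The share over-expressed was 58.2%, 54.3% after quantile normalization, 59.7% after median centring, 46.3% without YF 1069, 47.3% without YF 1072, and 48.2% without YF 1127. In the settings searched after the data were seen it ranged from 28.0% to 78.0%, with 28.0% to 44.5% in the 9 settings without any scaling between arrays, 32.1% with the inverse of the mean of linear YF/OF ratios and 78.0%, or 513 against 145, with the mean of linear OF/YF ratios. Of the 121 settings added after the data were seen, 22 gave a count within 1.5 times and the others did not. On the mean spot intensity they called 484, 487, 491, 526, 530, 532, 535, 537, 544, 546, 598, 613, 617, 623, 644, 646, 651, 654, 658, 661, 674, 713, 733, 737, 739, 754, 771, 773, 785, 808, 813, 822 and 839 transcripts. The median spot intensity gave 484, 492, 528, 533, 549, 593, 667, 830, 831, 833, 835, 836, 847 and 855, and normexp gave 429, 526, 527, 630 and 675. From the processed intensity came 736, 759, 761, 786, 790, 2230, 2468, 2473, 2565, 2572 and 2575, and after the addition of 16 to it 681, 753, 796 and 800. The addition of 32 gave 528, 625, 661, 664, 742 and 779, of 64 405, 489, 512, 527, 598 and 646 and of 128 315, 386, 395, 426, 478 and 525. The setting nearest to S3 Table, on the median spot intensity, gave 836, 422 over-expressed and 414 under-expressed, and was chosen for that closeness.

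All 6 lists that camera called at its preset correlation lost their call under fry and under an estimated correlation, which leave the mean log2 fold changes as they are, at 1.85 for smooth muscle, 1.24 for immediate early, -0.26 for interferon stimulated, 0.28 for granulocyte, -0.15 for stromal and -0.59 for mast cell genes. The adjusted p was 0.639 in fry and 0.464 with the estimated correlation for the first 5, and 0.131 and 0.299 for mast cell genes. With no filter on dim probes the mean changed sign for collagen genes, to 0.00508, and for leukocyte genes, to -0.0134. The other alternatives for normalization, probes, filter, slide and groups changed neither the direction nor the call of any list.

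Without each animal in turn, the mean ranged from 1.00 to 2.55 for smooth muscle genes, -0.65 to -0.50 for mast cell genes, 0.40 to 1.85 for immediate early genes, -0.43 to -0.0863 for interferon stimulated genes, 0.15 to 0.46 for granulocyte genes, -0.30 to 0.00414 for stromal genes, -0.67 to 0.31 for epithelial genes, -0.25 to 0.18 for collagen genes, -0.26 to 0.0687 for collagen modifying genes, -0.0870 to 0.12 for leukocyte genes and -0.16 to 0.17 for endothelial genes. Camera called smooth muscle and mast cell genes in each of these fits. It no longer called immediate early genes without OF 2258, interferon stimulated genes without YF 1070, granulocyte genes without OF 0233, YF 1069 or YF 1127, or stromal genes without OF 0233 (-0.07), OF 0245 (-0.04) or YF 1069. Collagen genes were positive without OF 0233 (0.08), OF 0245 (0.01) and YF 1069, collagen modifying genes without OF 0233 (0.03) and YF 1069, leukocyte genes negative without OF 0233, OF 0245 (-0.03), YF 1069 (-0.05) and YF 1127 (-0.05), and endothelial genes negative without YF 1127. Camera called lists that it did not call with all animals, namely collagen genes without OF 0234 (-0.22), OF 2258 (-0.12) or YF 1127 (-0.25), collagen modifying genes without OF 2258 (-0.26) or YF 1127 (-0.25), epithelial genes as lower in OF without OF 0233 (-0.52), OF 0245 (-0.62) or YF 1069 (-0.67), and endothelial genes as lower without YF 1127 (-0.16), with adjusted p over the animals from 0.0086 to 0.738, 0.00361 to 0.738, 8.29e-05 to 0.731 and 0.00567 to 0.978. Epithelial genes became higher in OF without 2258, with a camera adjusted p of 0.0104 in a range from 8.29e-05 to 0.731.

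In limma, the 28 named genes that are reported and were tested had the same direction in all 448 comparisons over the alternatives, and none passed an adjusted p of 0.05 in any of them. The size of the change was less stable. With no animal left out, the log2 fold change ranged, among others, from -2.87 to -0.48 for CLEC4E and -1.92 to -0.55 for MCPT2. The range was 0.48 to 2.57 for FREM1, 0.83 to 2.7 for PRLR and -0.84 to -0.18 for SCARA5. CCL21 and ACTA1 did not enter limma. The calls of FCROS for 30 named genes changed in 17 of 478 comparisons, over 9 genes. RSAD2 and MX1 became called without YF 1127, and SERPINA14 with the means of log2 values, with trimmed log2 ratios and without OF 0233. No longer called were COL4A4 without OF 2258, SCARA5 with trimmed log2 ratios and without OF 0233, OF 2258, YF 1069 or YF 1072, SMPDL3B without OF 2258 or YF 1070, ACTA2 without OF 0234 or OF 2258, and FREM1 and MCPT2 after normexp.

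The 0 transcripts at adjusted p between contemporary cows and YF became 2 with all 3 groups in 1 fit, 10 with array weights and 5 with animal 1111 included, and 0 to 1 without each animal. Against OF, 0 became 21 with array weights, 2 with animal 1111 included, and 0 to 1 without each animal. The median correlation of arrays and RT-qPCR was 0.885 after quantile normalization. No paired analysis was possible because OF and YF are different animals that share no replicate number. What is not well above background on every array of a group limits the log2 fold changes of CCL21, ACTA1, CLEC4E, IGFBP1, SMPX, PRLR, FREM1 and MCPT2, whose low values lie near the background.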

Differences from the paper's values

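The search of FCROS settings in this part consists of tests chosen only after the result was seen, and its settings are not the paper's stated method.

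The paper's number of DEG is 859, and FCROS called 1300 transcripts here. Of the alternatives set before the data were examined, dim probes left out (933), no trimming (1051) and leaving out OF 0233 (1221), YF 1070 (1271) or OF 2258 (1190) came within 1.5 times of the paper's number. Quantile normalization, normexp, median centring, the brightest probe, each probe on its own, the other 2 fold changes and leaving out any of the other 5 animals did not.

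The paper's number of over-expressed DEG is 402, against 757 here. Normexp (317) and dim probes left out (494) came within 1.5 times of the paper's number, and none of the other alternatives set before the data were examined did. The number under-expressed here, 543, is within 1.5 times of the paper's 457. Of the alternatives set before the data were examined, normexp (228) and each probe on its own (1512) were not. Nor was leaving out YF 1069 (755), YF 1072 (820) or YF 1127 (745), and all the others were.

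The paper's number of DEG with a fold change of at least 3 is 34, against 235 here. None of the alternatives set before the data were examined came within 1.5 times of it, with 79 after normexp, 98 without OF 2258 and 113 with trimmed log2 ratios the lowest.

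In the search of 128 settings, run after the values were seen, 68 came within 1.5 times of the paper's number of DEG, 78 of the over-expressed and 46 of those with a fold change of at least 3, and 25 of all 3 numbers. These 25 were 13 of the 23 settings on the median spot intensity, 10 of the 40 on the mean spot intensity, and 1 each on the processed intensity with 16 or 32 added to it. For the number of DEG alone, the settings were 29 on the mean spot intensity, 15 on the median spot intensity, 9 on the processed intensity, 2 after normexp, and 6, 5 and 2 on the processed intensity with 16, 32 or 64 added. For the over-expressed, they were 31, 15, 7, 5, 6, 6 and 5 in the same order, and 3 with 128 added. For a fold change of at least 3, they were 15, 19, 0, 3, 1, 2 and 3, and 3 with 128 added. The nearest was the median spot intensity, quantile normalized over the 12 arrays, with each spot and control ranked and the fold change from trimmed ratios on the linear scale. It was chosen after seeing the values, for its closeness, and called 836 transcripts, 422 over-expressed, 414 under-expressed and 36 with a fold change of at least 3, and 797 of the 859 in S3 Table. All 859 had a spot within 0.02 of the paper's log2 fold change there, where the closest spot of each transcript was taken.

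RSAD2, SERPINA14 and MX1 are among the paper's DEG and were not called here. RSAD2 had a ratio of 0.662 and an f-value of 0.959, and was called without YF 1127 and, after seeing the values, in the searched settings that ranked each spot of the mean or the median spot intensity without any scaling between arrays. The paper's S3 Table gives RSAD2 a ratio of 0.681, which is less of a change than 1 over 1.5. SERPINA14, with a ratio of 0.998, was called with the fold change from the means of log2 values, with the trimmed mean of log2 ratios, without OF 0233, and in 104 of the searched settings, namely 33 on the mean and 23 on the median spot intensity, 29 on the processed intensity, 4 after normexp, and 4, 4, 4 and 3 on the processed intensity with 16, 32, 64 or 128 added. MX1, with a ratio of 0.654 and an f-value of 0.945, was called without YF 1127 and in 38 of the searched settings, namely 15 on the mean and 13 on the median spot intensity, 2 after normexp, and 2 with each of 16, 32, 64 and 128 added. The nearest setting called SERPINA14 and MX1, and these searched settings were chosen after seeing the values.

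The paper describes several collagen pathways as inhibited in OF, from Ingenuity scores over its DEG. Of the collagen genes among those DEG, 2 are over-expressed and 7 under-expressed in OF. The values here are another measure, taken over all measured genes of a list whether called or not. Over the 34 collagen genes measured, 15 were higher and 19 lower in OF with a mean log2 fold change of -0.06, and over 18 collagen modifying genes 10 were higher.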

Other observations

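Other divisions of the 8 animals were planned as tests of the numbers of transcripts called between OF and YF, and all other tests in this part were chosen only after the result was seen, apart from the planned comparisons of gene lists and of contemporary cows.

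The number of transcripts called between OF and YF was set against the other divisions of the 8 animals into 4 and 4, of which there are 35 with the real one. For FCROS, 5 of the 35 gave as many calls as the real one, with a median of 1082 and a range from 765 to 1537. The f-value is scaled to the spread of the mean ranks over the same transcripts, so FCROS calls the ends of the ranking however the animals are divided. The number it calls thus says little about a difference between groups, and chance stays open. For limma at adjusted p, the real division gave 0, so that all 35 give as many whatever the arrays hold and nothing follows about chance, and the highest was 0, where limma called 500 at unadjusted p and FCROS 1300. For limma at unadjusted p and a fold change of 1.5, 20 of 35 gave as many as 303, with a median of 335 and a range from 84 to 2394. In the setting nearest to S3 Table, 18 of 35 gave as many as 836, with a median of 836 and a range from 312 to 1612. Chance cannot be excluded for the 303 of limma, and the 836 has the limit named above for numbers that FCROS calls. Of the 5 divisions that put the 3 animals of slide 1 together, 4 gave as many at unadjusted p and fold change, up to 2029 with OF 0233 added to slide 1, and the count with the slide as a block was 362. In the setting nearest to S3 Table 2 of the 5 gave as many, up to 1612 with YF 1127 added, and FCROS takes no block. With FCROS as coded first, 0 of the 5 gave as many, and the highest was 1171.

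The spread between animals alone may account for the number FCROS calls. The 20 simulated sets of 8 arrays kept the spread of each transcript, let transcripts vary independently and held no difference between groups. In them FCROS called 1380 transcripts on average, from 1327 to 1411, against 1300 on the arrays. FCROS ranks the transcripts and calls the ends of the ranking, with no measure of the spread of a transcript between animals. Ageing and parity stay open as causes of differences in single transcripts, as untested.

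The smooth muscle score spread widely between animals of the same group, by 4.64 over the 4 OF on the log2 scale. After quantile normalization the range over the OF was 4.25, which argues against the brightness of the arrays. The 3 OF on slide 2 alone covered 4.64, which argues against the slide. A lower share of epithelium would raise the other cell types alike, and the smooth muscle score less the stromal, endothelial or leukocyte score still covered at least 4.02, where the largest range of those scores was 0.722. A candidate explanation that stays open is the amount of smooth muscle tissue in each biopsy. The 17 genes of the list moved together within groups, with a median correlation of 0.962 over 8 animals, where 10000 random lists of the same size matched on mean expression had a median of -0.00427 and 95% of them lay below 0.158. These genes are also expressed by vessels and by other cells of the endometrium, and 15 of the 18 genes listed are among the paper's DEG from these arrays. Whether more smooth muscle goes with age cannot be told from 4 animals per group, with an exact permutation p of 0.2. In contemporary cows the score lay between -1.10 and -0.76.

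The smooth muscle and the immediate early genes could follow 1 change in SRF activity. Their scores had a correlation within groups of 0.388 over 8 animals (exact permutation p = 0.528, Spearman's rho 0.0952 with exact permutation p = 0.837), and -0.504 without the 2 animals farthest from the median. With 8 animals this explanation and separate causes cannot be told apart. Handling of the tissue, which also induces immediate early genes, was not tested.

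In the paper's RT-qPCR values of 13 animals (S9 Table), the 11 other genes were all lower in animals with high DTNA within the groups, with a median correlation of -0.563. The permutation p was 0.05 or less after adjustment over the 11 genes for 3 of them with Pearson's r and for 2 with Spearman's rho. Without the 2 animals farthest from the median of DTNA, 0244 and 2258, the median was -0.595, with 10 of 11 negative. The reference genes of the RT-qPCR would move all genes alike, and the highest of the 11 correlations was -0.134, which argues against them. More smooth muscle tissue in some samples is a candidate explanation that stays open, since DTNA rose with the smooth muscle genes on the arrays.

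Mast cell genes were lower in OF, with a mean log2 fold change of -0.59 over 5 genes from a list of 8, a camera adjusted p of 0.0121 and an exact permutation p of the score of 0.0286, the smallest that 4 against 4 allow. All 4 OF, from -0.54 to -0.13, lay below all 4 YF, from 0.11 to 0.48. CPA3 (-1.56), FCER1A (-1.24) and HDC (-0.66) fell, and GATA2 (0.26) and KIT (0.28) rose. Of the list, 2 genes are among the paper's DEG from these arrays. Adjusted over the 11 lists the exact permutation p was 0.314, which is the smallest it could be given the other lists, so that this test could not have excluded chance, and chance stays open. More smooth muscle in the OF samples is argued against as the whole cause, since the mean was -0.49 with the smooth muscle score as a covariate (camera adjusted p = 0.0247, in a range from 0.00361 to 0.299 over the other alternatives). An effect of age or parity on mast cells stays open, as untested.

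Epithelial genes had a mean log2 fold change of -0.28, with 4 of 19 higher in OF (camera adjusted p = 0.109, exact permutation p = 0.686). Stromal genes were at -0.15, with 2 of 15 higher (camera adjusted p = 0.0158, exact permutation p = 0.6), and endothelial genes at 0.06, with 9 of 14 higher (camera adjusted p = 0.576, exact permutation p = 0.971). The score of ciliated cell genes was -0.46 ± 1.65 (SD, n = 4) in OF and 0.46 ± 1.33 (SD, n = 4) in YF, and that of erythrocyte genes 0.03 ± 0.23 and -0.03 ± 0.28.

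The contemporary cows are not in the paper. Limma called 0 of 19993 transcripts between 3 of them and the 4 YF at adjusted p of 0.05 (smallest adjusted p 0.0917), with 646 at unadjusted p, 430 of which had a fold change of 1.5, and FCROS called 1113. The divisions of these 7 animals gave up to 100 at adjusted p. Against the 4 OF, limma called 0 of 19914 (smallest adjusted p 0.18), with 915 at unadjusted p, 710 with the fold change, and FCROS called 1422. The divisions gave up to 1 at adjusted p. Since both real counts are 0, 35 of 35 divisions give as many whatever the arrays hold, and nothing follows about chance.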
